# Cold-Induced Changes in Gene Expression in Brown Adipose Tissue, White Adipose Tissue and Liver

**DOI:** 10.1371/journal.pone.0068933

**Published:** 2013-07-22

**Authors:** Andrew M. Shore, Angeliki Karamitri, Paul Kemp, John R. Speakman, Neil S. Graham, Michael A. Lomax

## Abstract

Cold exposure imposes a metabolic challenge to mammals that is met by a coordinated response in different tissues to prevent hypothermia. This study reports a transcriptomic analysis in brown adipose tissue (BAT), white adipose (WAT) and liver of mice in response to 24 h cold exposure at 8°C. Expression of 1895 genes were significantly (P<0.05) up- or down-regulated more than two fold by cold exposure in all tissues but only 5 of these genes were shared by all three tissues, and only 19, 14 and 134 genes were common between WAT and BAT, WAT and liver, and BAT and liver, respectively. We confirmed using qRT-PCR, the increased expression of a number of characteristic BAT genes during cold exposure. In both BAT and the liver, the most common direction of change in gene expression was suppression (496 genes in BAT and 590 genes in liver). Gene ontology analysis revealed for the first time significant (P<0.05) down regulation in response to cold, of genes involved in oxidoreductase activity, lipid metabolic processes and protease inhibitor activity, in both BAT and liver, but not WAT. The results reveal an unexpected importance of down regulation of cytochrome P450 gene expression and apolipoprotein, in both BAT and liver, but not WAT, in response to cold exposure. Pathway analysis suggests a model in which down regulation of the nuclear transcription factors HNF4α and PPARα in both BAT and liver may orchestrate the down regulation of genes involved in lipoprotein and steroid metabolism as well as Phase I enzymes belonging to the cytochrome P450 group in response to cold stress in mice. We propose that the response to cold stress involves decreased gene expression in a range of cellular processes in order to maximise pathways involved in heat production.

## Introduction

Cold exposure imposes a metabolic challenge to mammals that must be met by a coordinated response in different tissues to ensure homeothermy. Most mammals possess a specialized thermogenic tissue, brown adipose tissue (BAT) which is activated by the sympathetic nervous system during cold exposure and produces heat as a result of the BAT-specific expression of uncoupling protein 1 (UCP-1) [1]. Both BAT and white adipose tissue (WAT) possess a store of triacylglycerol (TAG) containing lipid droplets which are mobilised to provide fatty acids as a fuel for thermogenesis induced by the uncoupling of oxidative phosphorylation in BAT by UCP-1 [2]. Additionally glucose acts as a thermogenic fuel in BAT and cold stress results in increased hepatic gluconeogenesis as well as increased insulin sensitivity [3]. Therefore, the provision of substrate fuels for the thermogenic metabolic response to cold exposure requires a coordinated response in BAT, WAT and liver.

Previous studies have established preferential expression of genes involved in fatty acid metabolism in BAT compared to WAT [4]–[7]. The expression of genes involved thermogenic function of BAT are increased by 48 h of cold exposure [8]–[10]. By contrast cold elicited fewer and more moderate changes in gene expression in WAT [11], the only response being increased UCP1 expression which is now recognized as being the result of changes in brown adipocytes in WAT (BRITE cells) [12]. Despite the importance of the liver to metabolic adaptation there have been no studies, to our knowledge, describing the effect of cold on gene expression in this tissue in mammals, although this approach has been taken in fish which have a very different thermal physiology [13], [14]. Here we report an analysis of transciptome profiles in the three tissues in response to 24 h cold exposure in mice.

## Materials and Methods

### Animal Experiments

Two groups of C57BL/6 mice were used each consisting of four female individuals. Both groups were housed individually in cages measuring 48×15×13 cm at 16 h light and 8 h dark cycle with access to bedding material. All groups had access ad libitum to a standard mouse chow diet. Mouse weight and feed consumption was measured at 24 h intervals. One group was kept at 22°C ±2°C for 72 h; these mice comprised the room temperature acclimatised group. A second group was kept at 22°C ±2°C for 48 h followed by 8°C ±2°C for 24 h and comprised the cold acclimatised group. The experimental protocol was approved by the Ethical Review Committee (ERC) of the College of Life Sciences and Medicine at the University of Aberdeen, and subsequently carried out under licence from the UK Home Office. Between 1200 and 1600 h, animals were euthanised by concussion and cervical dislocation following Home Office guidelines. Samples of liver, white and brown adipose tissue were taken from each animal and immediately frozen in liquid nitrogen followed by storage at −80°C prior to analysis.

### Quantitative Real Time PCR

Total RNA was extracted from each tissue from all four animals in each of the two temperature groups (24 samples in total) using TRI reagent (Sigma). Prior to RT-PCR, samples were treated with RNase-free DNase to remove contaminating genomic or plasmid DNA. cDNA was generated using the cDNA synthesis kit from Qiagen. Quantitative Real Time PCR (qRT-PCR) was performed using Sybr green (Qiagen) according to the manufacturer’s instructions in Rotor Gene 3000 (Corbert Research). The sequences of the primers used for Real Time PCR were: PGC-1α sense GCGCCGTGTGATTTACGTT and antisense AAAACTTCAAAGCGGTCTCTCAA, UCP1 sense CCTGCCTCTCTCGGAAACAA antisense TGTAGGCTGCCCAATGAACA, C/EBPβ sense GCAAGAGCCGCGACAAG antisense GGCTCGGGCAGCTGCTT, PPARα sense TGCCAGTACTGCCGTTTTCA antisense GCGAATTGCATTGTGTGACAT, HNF4α sense GTCGAGTGGGCCAAGTACATC antisense CGCCACCTGGTCATCCA, 18S rRNA sense GTAACCCGTTGAACCCCATT and antisense CCATCCAATCGGTAGTAGCG and 36B4 sense TCCAGGCTTTGGGCATCA and antisense TTATCAGCTGCACATCACTCAGAAT. Expression levels for all genes were normalized to the internal control 18s rRNA and 36B4.

### Illumina Microarray

For each of the three tissues, RNA samples from 3 animals at room temperature and 3 animals in the cold environment (total 18 samples handled separately), were labeled and amplified using the Illumina RNA Amplification Kit, and then hybridized to the MouseWG-6_V1 array using standard protocols. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [15] and are accessible through GEO Series accession number GSE44138 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44138)”.

All data were analysed in Genespring GX (version 10, Agilent Tehnologies). Normalized signal values for individual probes were standardized to the median signal value for that probe across all samples. Probes were further filtered based on a flag call of present or marginal in 2 of 17 samples (lower cut-off for present = 0.8, upper cut-off for absent call = 0.6). Analysis on one liver sample failed resulting in only two animals in the control and cold exposed groups being analysed for this tissue.

Identification of differentially expressed genes and tissue specific gene expression was performed by hierarchical clustering of the samples using Genespring GX, employing a Euclidean distance matrix and Centroid linkage rule. K-means clustering was performed employing a Euclidean distance matrix using 6 clusters and 200 iterations. Principal component analysis was performed using Genespring GX using default parameters. Differentially expressed genes between treated and control samples from each tissue were identified using a T-test, p≤0.05 and a fold change cut-off ≥2.0. Genes that were differentially expressed in a single tissue were identified using a Venn diagram (using Genespring GX) of the differentially expressed genes in each tissue. GO analysis was performed using the GO analysis function in Genespring GX and over-representation of GO terms was identified using a hypergeometric test with a Benjamini-Yekutieli corrected p-value ≤0.05.

## Results

### Gene Expression Responses to Cold

To confirm that there was a significant response in the mice to a 24 h of cold exposure, we analysed the expression of two genes (UCP-1 and PGC1α) by qRT-PCR in RNA isolated from BAT. This analysis showed a significant increase in the expression of both genes (P<0.05, UCP1; 4 fold; PGC1α, 2 fold; Figure 1A, 1B) consistent with the known response of BAT to cold exposure [16]–[18].

**Figure 1:**
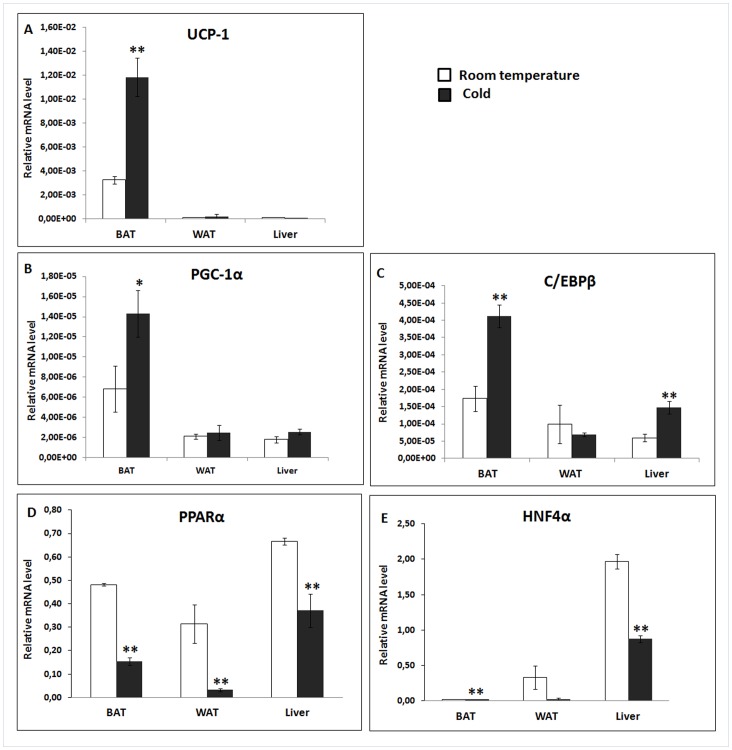
Expression of (A) UCP1, (B) PGC-1α, (C ) C/EBPβ, (D) PPARα and (E) HNF4α in brown adipose tissue (BAT), white adipose tissue (WAT) and liver of acutely cold stressed mice. Animals were maintained at 22°C ±2°C (room temperature) or at 8°C ±2°C for 24 h (cold). Tissue samples were collected, mRNA prepared and analyzed by qRT-PCR. Values are normalised against either 18S rRNA or 36B4 expression and represent means +/− SEM of four animals in each group.

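Transcript levels were measured on 16 Illumina MouseWG-6 arrays with RNA from mice kept at 22°C or moved to 8°C for the last 24 h. BAT and WAT had 3 arrays per temperature, and liver had 2. The deposited signals of 46643 probes had background already subtracted and lay on nearly the same scale on every array. Each probe also had a detection score, which states how far its signal lies above that of the negative control probes, and is called detected here at a score of at least 0.95. By this measure BAT arrays had 14015 to 14894 detected probes at room temperature (median 14378) and 13220 to 13455 in the cold (median 13316). The arrays labelled WAT had 12865 to 12995 (median 12901) and 11915 to 13672 (median 12767), and those labelled liver 14647 and 16305 at room temperature and 17014 and 17399 in the cold. The signals were corrected with limma's neqc (normexp with an offset of 16, then quantile normalization over all arrays), and 39730 probes with a score of at least 0.6 on at least 2 arrays were tested. Cold was compared with room temperature within each tissue in one limma fit over the 16 arrays, with p adjusted by Benjamini and Hochberg over the probes tested, and a probe is said to have changed at an adjusted p under 0.05. A gene is represented by its brightest probe, and the annotation used here named the gene of 25349 probes, gave none to 21294 and several to 0. Where no array of a group detected a gene, its fold change is a lower bound, from the lowest detected signal of each array of that group, and is written as at least that many fold. Fold changes of dim genes are understated by the offset, and the small number of arrays limits the precision of every value.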

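The signals of cell type markers did not follow the tissue labels for WAT and liver. Hpx, which encodes the plasma protein hemopexin made by hepatocytes, had a mean signal of 16315 on the 3 room temperature arrays labelled WAT and 10234 on the 2 labelled liver. In the cold its signal was 14725 on the arrays labelled WAT, and 131 and 13.0 on the arrays labelled liver. Adipoq, which encodes the adipocyte hormone adiponectin, ran the other way, with 31.1 at room temperature and 25.5 in the cold on the arrays labelled WAT, and 9189 and 13371 on those labelled liver. Over 12 adipocyte markers, the arrays labelled WAT lay below those labelled liver at room temperature by a median log2 difference of -3.60, 10 of the genes being lower and none higher (camera adjusted p = 7.19e-18, and adjusted p = 0.00287 with an estimated correlation). Over 13 hepatocyte markers the same difference was 0.56, with 3 higher and none lower (camera adjusted p = 0.0161, and adjusted p = 0.376 with an estimated correlation), and it was 1.10 or 0.18 without liver room temperature replicate 1 or 2. The arrays are therefore named by their labels throughout, as labelled WAT and labelled liver, and each direction given for them holds for the arrays as labelled. BAT arrays carried the markers of brown fat, with a median log2 signal over 11 brown adipocyte markers of 8.46 at room temperature and 9.03 in the cold. They carried muscle markers too, 12 of 13 being detected on every BAT array, with medians of 9.92 to 11.42. In the cold none of the 13 passed limma in BAT (0 higher and 1 lower at an unadjusted p under 0.05; median log2 change -0.52, camera adjusted p = 0.0740, and adjusted p = 0.600 with an estimated correlation). The paper gives HNF4α and PPARα as lower in liver in the cold by qRT-PCR too, which is the direction on the arrays labelled liver (for Ppara without passing) and does not settle the labels.

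**Figure D1:**
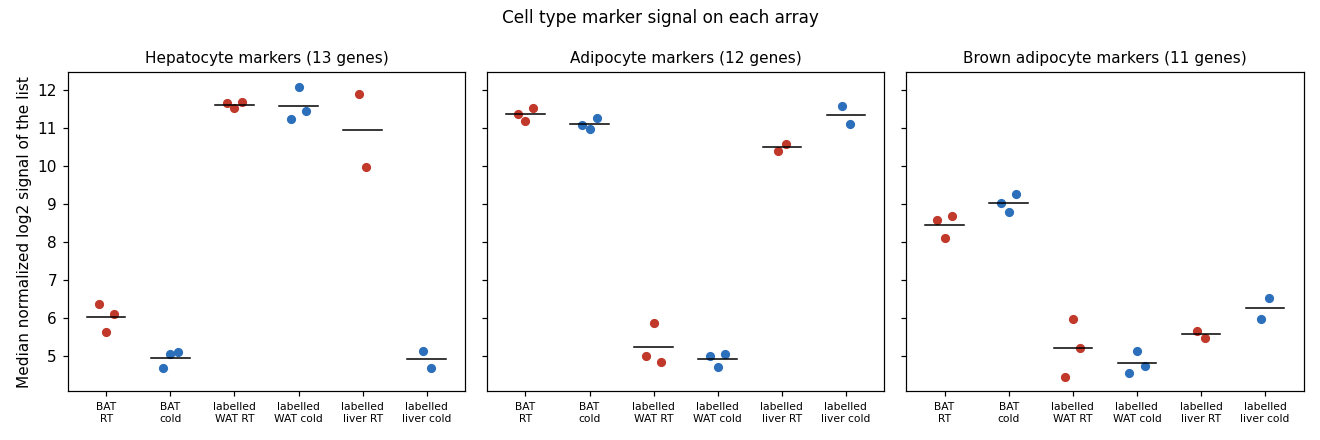
Median normalized log2 signal of 13 hepatocyte, 12 adipocyte and 11 brown adipocyte marker genes on each of the 16 arrays. Points are arrays, black lines are group means, red is room temperature and blue is cold. The hepatocyte median is 11.61 ± 0.09 (SD, n = 3) and 11.58 ± 0.45 on the arrays labelled WAT, and 10.94 ± 1.36 (n = 2) at room temperature and 4.93 ± 0.31 in the cold on those labelled liver.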

Having established a cold response in the mice we analysed transcript profiles in all three tissues (BAT, WAT and liver) using microarrays. This analysis (Figure 2 and Tables S2, S3 and S4) showed that the expression of 1895 genes were significantly (P<0.05) up- or down-regulated more than two fold by cold exposure in at least one tissue. Of these genes, all three tissues shared only 5 gene transcript responses to cold. 

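In the cold 254 probes changed in BAT, 119 of them higher and 135 lower. On the arrays labelled WAT 16 were higher and 12 lower, and on those labelled liver 315 were higher and 715 lower, so that 1240 probes changed in at least 1 tissue. Of 610 probes at least 20-fold brighter on the room temperature arrays labelled WAT than on the cold BAT arrays, 75.4% were called lower on the arrays labelled liver. Hepatocyte RNA on the room temperature arrays may account for much of the fall there and for falls in BAT. It cannot be told apart from regulation of some genes by cold. Such RNA would also dilute other transcripts on the room temperature arrays labelled liver. Part of a rise in the cold on those arrays may come from that dilution, and how much was not measured. The largest rises in BAT included Cxcl14, which encodes a chemokine (5.42-fold, adjusted p = 0.00642), and Ctsz, which encodes a lysosomal protease (2.60-fold, adjusted p = 0.00642). Mup2, which encodes a major urinary protein secreted by the liver, was 18.1-fold lower (adjusted p = 0.00919). Among the changes on the arrays labelled WAT, Slc16a5, a monocarboxylate transporter gene, was 3.25-fold higher (adjusted p = 0.00592) and Rgs16, a regulator of G protein signalling, was 11.1-fold lower (adjusted p = 0.00223). Among those on the arrays labelled liver, Sparc, which encodes a matrix protein, was 5.90-fold higher (adjusted p = 0.00153) and Ahsg, which encodes the liver-secreted fetuin-A, was 164-fold lower (adjusted p = 6.98e-06). All adjusted p-values are from limma. The higher and lower counts in BAT were 139 and 103 with a normexp offset of 50, and 19 and 85 with no background correction. The higher count in BAT was 34 without BAT room temperature replicate 3, 43 without BAT room temperature replicate 1, 54 without BAT cold replicate 3 and 64 without BAT cold replicate 1, and the lower count 34 without BAT room temperature replicate 1, 42 without BAT cold replicate 1, 44 without BAT room temperature replicate 3 and 46 without BAT cold replicate 3. For the arrays labelled WAT the higher count was 7 without BAT room temperature replicate 1 or 3 or WAT room temperature replicate 3, 8 without BAT cold replicate 2 or WAT room temperature replicate 1, 9 without BAT room temperature replicate 2, 30 without WAT cold replicate 1 and 39 without WAT cold replicate 2. The lower count there was 4 without BAT room temperature replicate 1 or BAT cold replicate 2, 5 without BAT room temperature replicate 2 or 3 and 24 without WAT cold replicate 2. For the arrays labelled liver the higher count was 82 without liver room temperature replicate 1, 719 without liver room temperature replicate 2 and 790 without liver cold replicate 1. With a separate limma fit for each tissue, 0 probes passed on the arrays labelled WAT (926 higher and 941 lower at an unadjusted p under 0.05) and 0 on those labelled liver (2105 and 1550), so every call named for these arrays rests on the spread shared by all groups. The unadjusted counts where labelled WAT together are below 0.05 of the 39730 probes tested, and those where labelled liver are above it. With no background correction the adjusted p of Cxcl14 was 0.377, of Ctsz 0.0505, of Slc16a5 0.189 and of Sparc 0.288. On the authors' value table it was 0.0705 for Cxcl14 and 0.212 for Slc16a5, and in a fit of BAT alone 0.0747 for Cxcl14 and 0.0628 for Ctsz. Sparc was higher on the arrays labelled liver by 3.83-fold and 9.10-fold without liver cold replicate 1 or 2. Ahsg was lower on the arrays labelled liver by 346-fold and 77.8-fold without liver cold replicate 1 or 2.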

Comparing the tissues in a pair wise manner, 19, 14 and 134 gene expression changes were common between WAT and BAT, WAT and liver, and BAT and liver, respectively (Figure 2). 

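Of the probes that changed, 63 did so both in BAT and on the arrays labelled liver, where 6.58 would overlap if calls were independent (Fisher's exact test, p = 6.04e-43). Of these, 52 were lower in both, 2 higher in both and 9 went opposite ways. The 52 include Mup3, the coagulation factor genes F2 and F9, the protease inhibitor genes Itih1 and Serpinf2, and Ass1, a urea cycle enzyme. BAT and the arrays labelled WAT shared 2 probes, Dusp1, which encodes a phosphatase of MAP kinases, and G0s2, which encodes an inhibitor of adipose triglyceride lipase, both higher (expected 0.179, exact p = 0.0138). The call of Dusp1 ended without any one of 15 arrays where labelled WAT and any one of 5 in BAT. Its adjusted p from limma was 0.149 and 0.0887 there, without room temperature replicate 3 of WAT or of BAT. The arrays labelled WAT and liver shared 7 (expected 0.726, exact p = 5.67e-06), 4 of them lower in both, Hsd3b5 among these, and 3 opposite. These expected counts and exact p-values take probes and tissues as independent. The tissues share one estimate of the spread per probe, and probes are not independent, so the p-values do not measure chance. With a separate fit for each tissue each pair shared 0. No probe passed limma in all 3 tissues. 95 had an unadjusted p under 0.05 in all 3, 33 of them higher and 26 lower in each. The hepatocyte marker Vtn fell with the shared lower genes, from a mean signal of 196 to 57.5 in BAT and from 6449 to 141 on the arrays labelled liver. In BAT its call ended without any one of 9 arrays (adjusted p = 0.157 from limma without BAT room temperature replicate 1). That of Serpinf2 in BAT ended without any one of 4 (adjusted p = 0.108 without BAT room temperature replicate 3). The overlap of BAT with the arrays labelled liver was 7 without BAT room temperature replicate 1, 11 without BAT room temperature replicate 3, 14 without BAT cold replicate 1, 26 without BAT cold replicate 3, 33 without BAT cold replicate 2, 41 without WAT room temperature replicate 2 and 102 without liver room temperature replicate 2. That of the arrays labelled WAT and liver was 3 without BAT cold replicate 1, 2 or 3, 4 without BAT room temperature replicate 1, 2 or 3, WAT room temperature replicate 3 or liver cold replicate 2 and 14 without liver room temperature replicate 2. BAT and the arrays labelled WAT shared 0 without BAT room temperature replicate 3, BAT cold replicate 2, WAT room temperature replicate 1 or 2 or WAT cold replicate 1 and 1 without BAT room temperature replicate 1 or 2, BAT cold replicate 1 or 3, WAT room temperature replicate 3 or liver cold replicate 1 or 2. All 3 tissues shared 1 without WAT cold replicate 3 or liver room temperature replicate 2.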

The number of genes in which expression was significantly altered in only one tissue was 636 in BAT, 309 in WAT, and 778 in liver. Cluster analysis of the 1895 differentially expressed genes (Figures 3 and 4) clearly showed that gene expression responses to cold stress were tissue specific, as gene clusters are not identified consisting of genes that responded to cold in all tissues.

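The response to cold itself was compared between tissues in the limma fit. It differed between BAT and the arrays labelled liver for 725 probes, 518 with the higher log2 change in BAT and 207 with the higher change on the arrays labelled liver. It differed between the arrays labelled WAT and liver for 582 probes (485 and 97), and between BAT and the arrays labelled WAT for 8 (6 and 2). The change of Abcg5, a sterol transporter gene, lay 4.59 log2 units higher in BAT than on the arrays labelled liver (adjusted p = 1.06e-04 from limma). A probe near background in BAT leaves no room for a fall as large as on the arrays labelled liver, which limits this comparison. The probes that changed in 1 tissue alone numbered 189 in BAT, 19 on the arrays labelled WAT and 960 on those labelled liver. Over all tested probes, hierarchical clustering placed the arrays in 3 groups by tissue label, and in 2 groups placed those labelled liver with BAT. The mean correlation across probes, which are not independent replicates, was 0.978 between room temperature and cold BAT arrays, 0.926 between room temperature and cold arrays labelled liver, and 0.921 between room temperature arrays labelled liver and labelled WAT. The cold arrays labelled liver correlated at 0.914 with the cold BAT arrays.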

**Figure 2:**
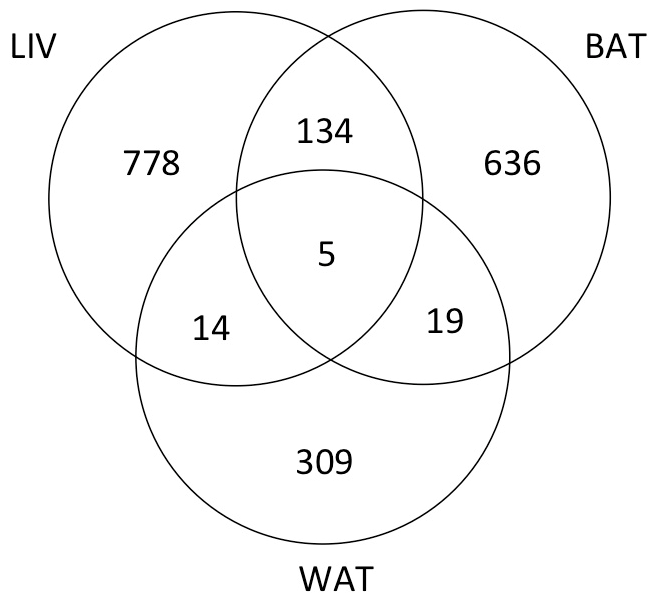
Venn diagram showing the overlap in genes differentially expressed between the cold and room temperature treatments for brown adipose tissue (BAT), white adipose tissue (WAT) and liver (LIV). Animals were maintained at 22°C ±2°C (room temperature; 3 animals) or at 8°C ±2°C for 24 h (cold; 3 animals). Tissue samples were collected, mRNA prepared and analyzed by Illumina microarray as described in the text. Differentially expressed genes (≥2 fold, P<0.05) between cold and room temperature treated values were identified using Genespring GX.

**Figure 3:**
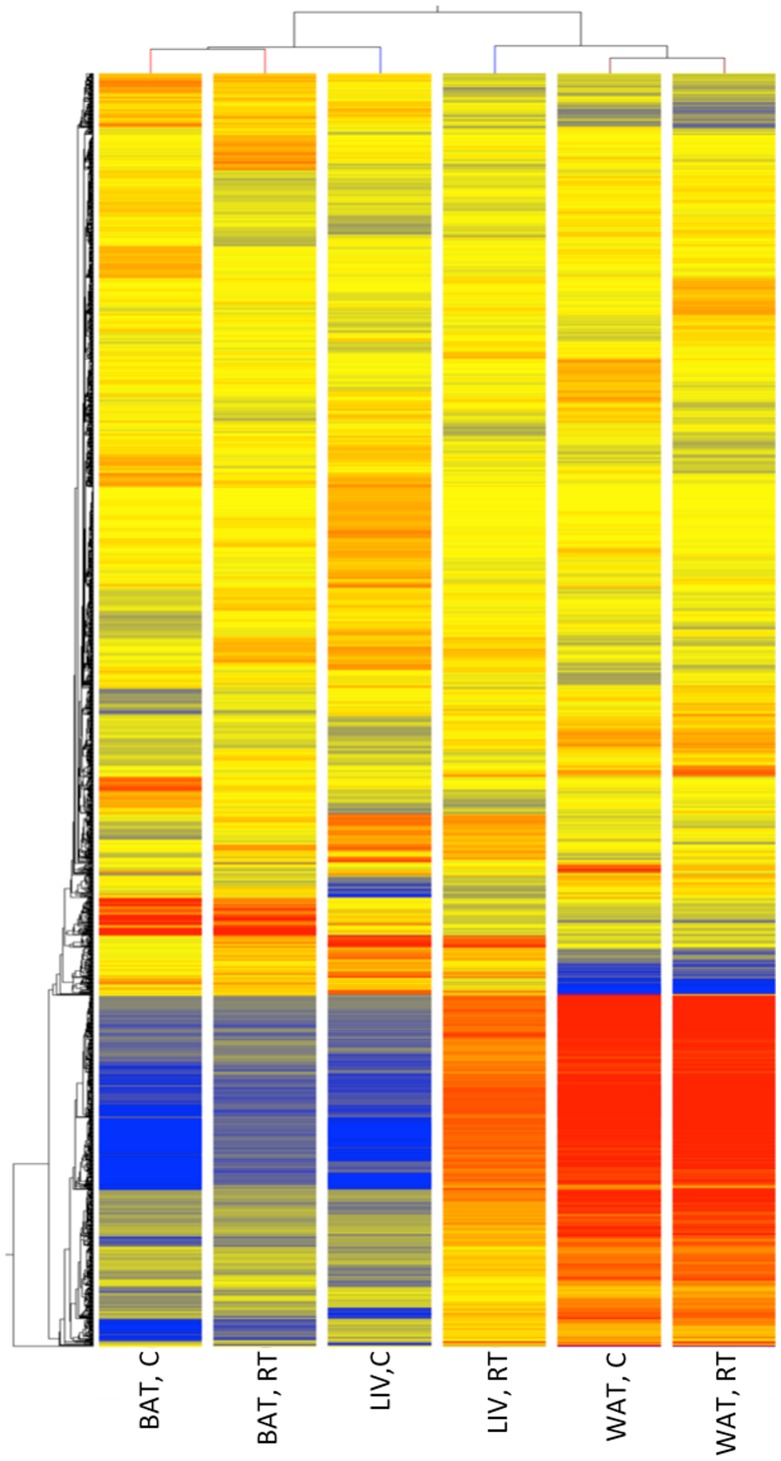
Hierarchical clustering of differentially expressed genes between the cold and room temperature treatments. The columns represent samples of white adipose tissue (WAT), brown adipose tissue (BAT) and liver (LIV) at room temperature (RT) or cold treated (C). The rows represent the 1895 differentially expressed probe-sets between treatments in all tissues, which are coloured based on their normalised signal values (red - high, blue = low).

**Figure 4:**
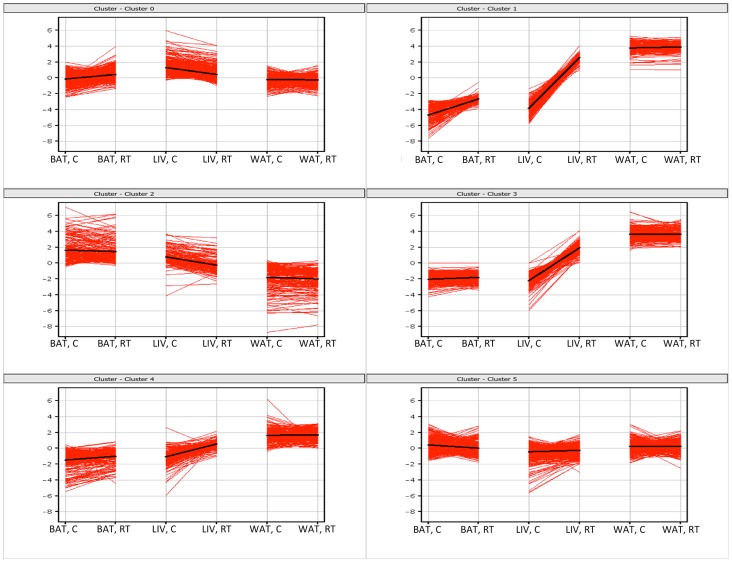
K-means clustering of the differentially expressed genes between the cold and room temperature treatments. The x-axis represent samples of white adipose tissue (WAT), brown adipose tissue (BAT) and liver (LIV) at room temperature (RT) or cold treated (C) and y-axis the normalised signal level. The lines represent the 1895 differentially expressed probe-sets between treatments in all tissues. The black line represents the mean profile of each cluster.

Although the precise changes in gene expression were tissue specific, gene ontogeny (GO) analysis (Table 1) revealed a remarkable similarity between the gene groups responding to the cold environment in BAT and in liver. 

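Conjugating (Phase II) enzymes had 4 of 26 genes lower and none higher in BAT (4 lower when adjusted over the list alone; camera adjusted p = 5.42e-06, and adjusted p = 0.269 with an estimated correlation). Where labelled liver, 13 were lower and none higher (19 lower over the list alone; camera adjusted p = 2.07e-17, and adjusted p = 0.0356 with an estimated correlation). Among them Gsta3, a glutathione transferase gene, was 4.32-fold lower in BAT (adjusted p = 0.0150 from limma). Genes of the acute phase response and complement, secreted by hepatocytes, had 1 of 25 lower and none higher in BAT and 12 lower and none higher on the arrays labelled liver, 6 and 15 being lower when adjusted over the list alone. The hepatocyte markers fell with these lists, with 3 of 13 genes lower in BAT (camera adjusted p = 3.83e-06, and adjusted p = 0.158 with an estimated correlation) and 8 on the arrays labelled liver (camera adjusted p = 2.91e-15, and adjusted p = 0.00776 with an estimated correlation). These are among 25 lists of pathways and 16 of cell type markers, tested in each tissue with limma's camera. They were fixed before the data were examined but after the paper's tables had been read. One list is that of Table 3, and several others hold genes the study named from these samples. The numbers of lists called are therefore not independent evidence. At an adjusted p under 0.05 camera called 18 lists in BAT and 18 on the arrays labelled liver, and with an estimated correlation 0 and 10. Gsta3 had an adjusted p of 0.0604 and 0.0614 without BAT room temperature replicate 1 or 3 and 0.0560 without BAT cold replicate 1.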

In both tissues, genes associated with oxidoreductase activity, Fe^3+^ binding, endoplasmic reticulum function lipid metabolic processes and protease inhibitor activity were highly represented. 

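Cold raised 8 named genes and lowered 10 on the arrays labelled WAT. Besides Rgs16 and Slc16a5 they include Slco1a4, an organic anion transporter gene that was 2.01-fold higher (adjusted p = 0.0122 from limma), and Adh7, an alcohol dehydrogenase gene that was at least 2.66-fold lower (adjusted p = 0.00223). Ocln, which encodes the tight junction protein occludin, was at least 1.58-fold lower (adjusted p = 0.00592). Of 41 gene lists, camera called 2, and 0 with an estimated correlation. One was cholesterol synthesis, in which none of 15 genes passed limma over all probes tested (6 higher and 0 lower at an unadjusted p under 0.05) and 5 were higher when adjusted over the list alone (camera adjusted p = 1.01e-05, and adjusted p = 0.633 with an estimated correlation). Its members Cyp51 and Mvd were 1.83-fold and 1.93-fold higher in the cold, with adjusted p-values of 0.225 and 0.613. In the immediate early gene list 1 gene was higher and 2 were lower, and 3 and 3 when adjusted over the list alone. In a comparison made after the values were seen, WAT cold replicate 3 stood apart in exocrine pancreas markers, with a median log2 signal over 6 genes of 13.75 against 5.32 and 5.13 on the other 2 cold arrays labelled WAT, and 7.89, 8.95 and 4.56 at room temperature. None of these genes passed limma (1 higher and 0 lower at an unadjusted p under 0.05; camera adjusted p = 0.105, and adjusted p = 0.959 with an estimated correlation). Slco1a4 had an adjusted p of 0.0594 with an intensity trend and robust variances and 0.503 with no background correction, and Ocln 0.410 with no background correction and 0.0661 with a normexp offset of 50.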

GO analysis failed to reveal any significant functional gene groups in the genes changing in response to cold only in WAT.

**Table 1:** Over-represented GO terms in differentially expressed genes of BAT and Liver.

Brown OnlyGO ACCESSION	GO Term	Genes in listin category	% of genes in listin category	p-value
GO:0016491	oxidoreductase activity	27	42.2	1.30E-07
GO:0005506	iron ion binding	17	26.6	2.90E-06
GO:0042598	endoplasmic reticulum	12	18.8	4.54E-06
GO:0030414	protease inhibitor activity	7	10.9	1.67E-05
GO:0044255	cellular lipid metabolic process	11	17.2	7.09E-05
Liver Only				
GO:0016491	oxidoreductase activity	40	25	7.84E-11
GO:0005506	iron ion binding	20	12.5	1.46E-06
GO:0005783	endoplasmic reticulum	39	24.4	5.27E-09
GO:0004866	endopeptidase inhibitor activity	6	3.75	4.91E-04

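In BAT 53.1% of the probes that changed were lower in the cold, and on the arrays labelled liver 69.4% were. The majority in BAT depends on the processing and on single arrays, with 139 and 103 probes higher and lower at a normexp offset of 50, 139 and 128 with 75th percentile scaling and 19 and 85 with no background correction, and 43 and 34 without BAT room temperature replicate 1, 64 and 42 without BAT cold replicate 1, 110 and 92 without BAT cold replicate 2, 54 and 46 without BAT cold replicate 3 and 149 and 145 without WAT cold replicate 3, and more being higher than lower without WAT cold replicate 1 too. That on the arrays labelled liver turned without liver cold replicate 1, with 790 higher and 687 lower. Among probes that also changed at least 2-fold, 45 were higher and 76 lower in BAT, and 114 and 668 on the arrays labelled liver. In named genes, 83 were higher and 96 lower in BAT, and 221 and 530 on the arrays labelled liver. Mup3, another gene for a major urinary protein of the liver, was 11.7-fold lower in BAT (adjusted p = 0.0150 from limma). Serpina1a, a hepatocyte marker, moved the same way, from a mean signal of 51.8 to 16.2 in BAT and from 2624 to 86.5 on the arrays labelled liver. Mup3 had an adjusted p of 0.0637 and 0.0655 without BAT room temperature replicate 1 or 3 and 0.0577 without BAT cold replicate 1.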

In both BAT and the liver the largest and most common direction of change in gene expression was suppression with 496 genes reduced in BAT and 590 genes reduced in liver. 

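Part of the genes of the tables were looked up by symbol in the same fit. Of 20 tested oxidoreductase genes that Table S1 gives as lower in liver, leaving out those named in the text, 19 were lower on the arrays labelled liver. Among genes looked up that Table 2 gives as lower in BAT, 4 of 12 passed, and among those of Table 3, 4 of 8. Itih4, an inter-alpha-trypsin inhibitor gene, was 5.53-fold lower in BAT (adjusted p = 0.0207 from limma) and 106-fold lower on the arrays labelled liver (adjusted p = 4.25e-06). Its mean signal was 11096 on the room temperature arrays labelled WAT. These genes were listed by the study from the same samples, so their counts are not independent evidence of a direction. In BAT the adjusted p of Itih4 was 0.0813 and 0.0867 without BAT room temperature replicate 1 or 3 and 0.0823 and 0.0575 without BAT cold replicate 1 or 3, and 0.0588 with no background correction and 0.0691 on the authors' value table. Itih4 was lower on the arrays labelled liver by 226-fold and 49.3-fold without liver cold replicate 1 or 2.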

28 and 37 genes associated with oxidoreductase activity (Table S1) were suppressed in BAT and liver, respectively, 16 and 22 genes associated with lipid metabolic processes (Table 2) were suppressed in BAT and liver, respectively, and 11 and 10 genes associated with protease inhibitor activity (Table 3) were suppressed in BAT and liver, respectively. If these observations were converted into changes in protein it sugsgests that there was a tendency to limit energy expenditure on a range of metabolic processes to maximise energy expenditure on heat production, although this suggestion requires analysis that is beyond the scope of our data set.

**Table 2:** GO Lipid Metabolic Process list of genes up regulated and down regulated genes all tissues.

Lipid Metabolic Process			Fold change		Fold change		Fold change	
Symbol	Definition_1	Accession	Brown	Regulation	Liver	Regulation	White	Regulation
			Fold change		Fold change		Fold change	
Elovl3	elongation of very long chain fatty acids	NM_007703.1	7.94	up	1	down	1.17	Down
Stard5	StAR-related lipid transfer (START) domain containing 5	NM_023377.4	2.31	up	3.65	down	1.15	Up
Stard5	StAR-related lipid transfer (START) domain containing 5	NM_023377.4	2.10	up	2.77	down	1.04	Down
Acot8	acyl-CoA thioesterase 8	NM_133240.1	2.09	up	1.28	down	1.02	Down
Il4	interleukin 4	NM_021283.1	2.07	up	1.11	down	1.15	Up
Mvd	mevalonate (diphospho) decarboxylase	NM_138656.1	2.03	up	1.14	down	2.18	Up
Apoa2	apolipoprotein A-II	NM_013474.1	26.95	down	44.48	down	1.02	Up
Apoa2	apolipoprotein A-II	NM_013474.1	17.51	down	189.50	down	2.71	Down
Apof	apolipoprotein F	NM_133997.1	12.32	down	77.66	down	1.21	Up
Apoa1	apolipoprotein A-I	NM_009692.1	8.28	down	141.26	down	1.26	Down
Hmgcs2	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	NM_008256.2	7.89	down	34.58	down	1.07	Up
Apoc3	apolipoprotein C-III	NM_023114.2	6.16	down	194.50	down	1.13	Down
Nr1h4	nuclear receptor subfamily 1, group H, member 4	NM_009108.1	5.53	down	42.22	down	1.13	Down
Azgp1	α-2-glycoprotein 1, zinc	NM_013478.1	4.52	down	139.00	down	1.27	Down
Cyp7a1	cytochrome P450, family 7, subfamily a, polypeptide 1	NM_007824.2	3.35	down	45.55	down	2.66	Up
PPARα	peroxisome proliferator activated receptor α	NM_011144.2	3.01	down	3.52	down	1.18	Down
Sgms2	sphingomyelin synthase 2	NM_028943.1	2.77	down	1.28	down	1.38	Down
Cyb5r3	cytochrome b5 reductase 3	NM_029787.2	2.69	down	1.55	down	1.67	Down
Cryl1	crystallin, lambda 1	NM_030004.2	2.54	down	1.88	down	1.24	Down
Adh1	alcohol dehydrogenase 1	NM_007409.2	2.24	down	11.16	down	1.51	Down
Ptgis	prostaglandin I2 (prostacyclin) synthase	NM_008968.2	2.23	down	1.12	down	2.16	Up
Fads1	Fatty acid desaturase 1	NM_146094.1	2.00	down	3.08	down	1.12	Up

**Table 3:** GO Protease Inhibitor List of up regulated and down regulated genes all tissues.

Protease Inhibitor List			Fold change		Fold change		Fold change	
Symbol	Definition_1	Accession	Brown	Regulation	Liver	Regulation	White	Regulation
Mug4	murinoglobulin 4	NM_008645.2	22.68	down	216.19	down	1.28	Down
Ahsg	α-2-HS-glycoprotein	NM_013465.1	11.96	down	304.21	down	1.05	Down
Itih4	inter α-trypsin inhibitor, heavy chain 4 (	NM_018746.1	10.82	down	168.43	down	1.04	Up
Serpinf2	serine (or cysteine) peptidase inhibitor, clade F, member 2	NM_008878.1	10.51	down	202.53	down	1.02	Down
Itih2	inter-α trypsin inhibitor, heavy chain 2 (Itih2).	NM_010582.1	8.49	down	109.37	down	1.16	Down
Serpina3m	serine (or cysteine) peptidase inhibitor, clade A, member 3M	NM_009253.1	6.30	down	26.97	down	1.20	Up
Serpina10	serine (or cysteine) peptidase inhibitor, clade A	NM_144834.2	4.72	down	44.61	down	1.02	Down
Fetub	fetuin beta	NM_021564.1	4.71	down	102.29	down	1.36	Down
Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3N	NM_009252.1	2.39	down	1.06	down	1.13	Down
Mug1	murinoglobulin 1	NM_008645.2	2.10	Down	71.52	down	1.00	Up
Serpine2	serine (or cysteine) peptidase inhibitor, clade E, member 2	NM_009255.2	2.02	Down	1.22	up	1.39	Up

### Gene Expression Responses to Cold in Brown Adipose Tissue

Analysis of the changes in gene expression in BAT confirmed and extended previous microarray-based and qRT-PCR-based studies which have catalogued the gene expression changes in BAT during cold adaptation (Table S2). As previously described, exposure to the cold environment, increased expression of type II iodothyronine deiodinase (DIO; 7.6 fold), Elovl3 (8.0 fold) and glycerol kinase (GK;6.6 fold) [19]-[21] in BAT. 

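Elovl3, a fatty acid elongase of brown fat, was 3.76-fold higher in BAT in the cold (log2 change 1.91 ± 0.21 SE, adjusted p = 0.00245 from limma), with mean signals of 15.4 at room temperature and 104 in the cold. Dio2, the deiodinase that makes the active thyroid hormone, was detected on 0 of 3 room temperature arrays and 3 of 3 cold arrays, and was at least 2.15-fold higher (adjusted p = 0.0223). Of 23 genes of brown fat thermogenesis, 4 were higher and none lower, and 7 were higher and 2 lower when adjusted over the list alone. Their median log2 change was 0.51, or 0.47 with genes below background at their bound (camera adjusted p = 1.98e-06, and adjusted p = 0.158 with an estimated correlation). The cold effect on this list differed between BAT and the arrays labelled WAT by 0.53 (camera adjusted p = 1.37e-05, and adjusted p = 0.225 with an estimated correlation). The gene for glycerol kinase was not analysed here. Elovl3 had an adjusted p of 0.102 with no background correction. Dio2 had one of 0.0946 and 0.0903 without BAT room temperature replicate 1 or 3, and 0.146 in a fit of that tissue alone.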

Other changes in gene expression of particular note in BAT were a significant increase in the expression of the transcription factor C/EBPβ (1.4 fold P<0.037; Figure 1C) and a significant (3.0 fold, p<0.01) reduction in the expression of PPARα (Figure 1D). Although we observed a significant change in UCP1 and PGC1α by qRT-PCR (Figure 1A, 1B) no changes were seen in the expression of UCP1 and only a modest not statistically significant change (1.8 fold) in PGC1α was detectable in the array data. 

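Ucp1, which encodes the uncoupling protein of brown fat mitochondria, had a mean signal of 12962 at room temperature and 13664 in the cold in BAT, a 1.03-fold difference that did not pass the test (log2 change 0.04 ± 1.24 SE, adjusted p = 1.00 from limma). That SE comes from the spread shared by all groups, the arrays labelled liver included, and does not measure the spread between BAT arrays alone. Ppargc1a, which encodes PGC1α, a coactivator of mitochondrial biogenesis, was 1.68-fold higher in the cold and did not pass either (log2 change 0.75 ± 0.32 SE, adjusted p = 0.527). Its mean signal was 158 at room temperature and 288 in the cold. In simulated data with each probe's spread shared by all groups, not that of BAT alone, 28 of 50 probes changed by 1 log2 unit in BAT were called, and 7 of 50 changed by 0.5. Only probes above the median signal were changed there.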

Previous studies have also failed to report an increase in the transcript for UCP1 in BAT in response to cold due to the high signal level in this tissue [22]. There was an increase in the expression of a number of genes associated with mitochondrial function including 4 encoding components of mitochondrial ribosomal proteins (MrpL3, MrpL15, MrpL20 and MrpL51) and a protein involved in mitochondrial ribosome recycling (Mrrf). 

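Of 74 genes of mitochondrial ribosomal proteins, 2 rose in BAT and none fell, and 4 were higher when adjusted over the list alone. The list as a whole had a median log2 change of 0.18 (camera adjusted p = 2.27e-07, and adjusted p = 0.183 with an estimated correlation). The 2 that rose were Mrpl34, 1.69-fold higher (adjusted p = 0.0418 from limma), and Mrpl46, 1.53-fold higher (adjusted p = 0.0469). Mrpl20 was 2.00-fold higher in the cold (adjusted p = 0.161), Mrpl3 1.41-fold (adjusted p = 0.367) and Mrpl51 1.05-fold (adjusted p = 0.957). Mrpl15 was detected on no room temperature array and was at least 1.22-fold higher in the cold (adjusted p = 0.507). Mrrf, the ribosome recycling factor of mitochondria, was 1.98-fold higher (adjusted p = 0.460), and none of these last 5 genes passed the limma test, with an unadjusted p of 0.00265 for Mrpl20, 0.0149 for Mrpl3, 0.507 for Mrpl51, 0.0336 for Mrpl15 and 0.0255 for Mrrf. Mrpl20 passed at an adjusted p of 0.0421 without WAT cold replicate 1. The adjusted p of Mrpl34 was 0.104, 0.0728 and 0.168 without BAT room temperature replicate 1, 2 or 3, 0.141, 0.0772 and 0.103 without BAT cold replicate 1, 2 or 3 and 0.0658, 0.0647 and 0.0587 without WAT room temperature replicate 1, 2 or 3, and that of Mrpl46 0.133 and 0.176 without BAT room temperature replicate 1 or 3, 0.122 and 0.169 without BAT cold replicate 1 or 3, 0.0676, 0.0647 and 0.0759 without WAT room temperature replicate 1, 2 or 3, 0.0601 and 0.0690 without WAT cold replicate 1 or 2, 0.0595 and 0.0600 without liver room temperature replicate 1 or 2 and 0.0577 and 0.0574 without liver cold replicate 1 or 2.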

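Cycs, which encodes cytochrome c, was 1.29-fold higher in BAT in the cold (log2 change 0.37 ± 0.22 SE, adjusted p = 0.757 from limma), and Cox8b, a cytochrome c oxidase subunit of brown fat, 1.10-fold higher (log2 change 0.14 ± 0.94 SE, adjusted p = 1.00). Neither passed the test, and both SEs come from the spread shared by all groups. Of 68 nuclear genes of oxidative phosphorylation subunits, none passed limma over all probes tested or over the list alone, and 6 were higher and 0 lower at an unadjusted p under 0.05 (median log2 change 0.11, camera adjusted p = 0.00496, and adjusted p = 0.319 with an estimated correlation). In a list of 13 mitochondrial biogenesis genes 1 rose, Esrra, which encodes an estrogen-related receptor (1.68-fold, adjusted p = 0.0432), and 1 rose when adjusted over the list alone (camera adjusted p = 1.88e-04, and adjusted p = 0.152 with an estimated correlation). For Esrra the adjusted p was 0.124, 0.0754 and 0.176 without BAT room temperature replicate 1, 2 or 3, 0.146, 0.0694 and 0.134 without BAT cold replicate 1, 2 or 3, 0.0681 without WAT room temperature replicate 2 and 0.0586 without WAT cold replicate 1. It was 0.0985 with an intensity trend and robust variances, 0.361 with no background correction, 0.0522 with no filter and 0.0934 on the authors' value table. The gene of subunit ND3 in the mitochondrial DNA was not analysed here.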

We did not observe any change in the expression of genes directly involved in mitochondriogenesis (e.g. cytochrome c; cox8b) although there was an increase in mitochondrial DNA (mtDNA)-encoded subunits of complex I (mtDNA ND3;3.4 fold). Nuclear hormone receptor genes were significantly altered both upwards (Nr1i3, 1.6 fold; Rxrb 1.6 fold, ESrrb 3.1 fold; Nr4a2 2.7 fold) and downwards (PPARα 3 fold; Nr1h4 5.5 fold). 

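Of 27 nuclear receptors and liver transcription factors, 2 rose in BAT and none fell, and 4 were higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.959). Nr4a2, an orphan receptor induced as an immediate early gene, was 2.13-fold higher (adjusted p = 0.0273 from limma). Esrrb was 1.97-fold higher (adjusted p = 0.117) and Rxrb 1.30-fold higher (adjusted p = 0.556), and neither passed the test. Nr1i3 was detected on none of the 6 BAT arrays. Ppara was 2.60-fold lower in the cold (log2 change -1.38 ± 0.32 SE, adjusted p = 0.0954), with mean signals of 181 and 59.8. Nr1h4, the bile acid receptor, was detected on 3 of 3 room temperature and 0 of 3 cold arrays and was at least 1.55-fold lower (adjusted p = 0.0916). Ppara passed at an adjusted p of 0.0349 with a normexp offset of 50, 0.0445 with the strict detection filter, 0.0360 in a fit of that tissue alone, 0.0366 with an intensity trend and robust variances and 0.0291 and 0.0291 without liver room temperature replicate 1 or 2. Nr1h4 passed at 0.0212 with no background correction, 0.0145 on the authors' value table, 0.0251 in a fit of that tissue alone and 0.0123 and 0.0124 without liver room temperature replicate 1 or 2, and Esrrb at 0.0494 without WAT cold replicate 1. Nr4a2 had an adjusted p of 0.0652, 0.0887 and 0.110 without BAT room temperature replicate 1, 2 or 3 and 0.0852, 0.0513 and 0.126 without BAT cold replicate 1, 2 or 3, and 0.252 with no background correction and 0.198 on the authors' value table.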

Surprisingly there were no changes in genes involved in BAT differentiation (e.g.CideA, PRDM16).

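Cidea, a lipid droplet protein gene of brown fat, had mean signals of 14441 and 15485 in BAT, a 1.06-fold difference (log2 change 0.09 ± 0.97 SE, adjusted p = 1.00 from limma). Its SE comes from the spread shared by all groups and does not measure that between BAT arrays alone. Prdm16, a transcriptional regulator of brown fat identity, was 1.71-fold lower in the cold (log2 change -0.77 ± 0.26 SE, adjusted p = 0.342). Neither passed the test. Of 11 brown adipocyte markers, 2 rose, and 4 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 8.05e-04, and adjusted p = 0.269 with an estimated correlation).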

### Gene Expression Responses to Cold in White Adipose Tissue

Cold exposure has been reported to increase glucose utilisation and insulin sensitivity in WAT [23]. In the present study cold induced a significant increase in insulin receptor expression (2.2 fold) and a significant down regulation of TRIB3 (4.0 fold), a negative regulator of the Akt, which has been associated with improved adipose insulin sensitivity (Table S3) [24], [25]. 

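Trib3, an inhibitor of the kinase Akt, was 3.10-fold lower in the cold on the arrays labelled WAT (log2 change -1.63 ± 0.33 SE, adjusted p = 0.195 from limma), with mean signals of 171 and 50.4. Insr, the insulin receptor gene, was detected on none of the 3 room temperature arrays and 2 of the 3 cold arrays, and was at least 1.02-fold higher (adjusted p = 0.505). Neither passed the test. Of 18 genes of insulin and adipokine signalling none passed limma over all probes (1 higher and 1 lower at an unadjusted p under 0.05), and 1 was lower when adjusted over the list alone. Lep, the leptin gene, was detected on none of the 6 arrays labelled WAT. The adipocyte markers were dim there too, so these results do not test insulin signalling in white fat. Trib3 passed at an adjusted p of 0.0408 with an intensity trend and robust variances and 0.0144 without WAT cold replicate 3.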

Cold would be expected to increase lipolysis in WAT but there were no significant changes in genes regulating lipid synthesis of breakdown. 

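Of 20 genes of fatty acid and triglyceride synthesis, none passed limma on the arrays labelled WAT over all probes or over the list alone, and 0 had an unadjusted p under 0.05. The adipocyte markers were dim on these arrays, with medians of 4.72 to 5.88 log2 units, so the counts do not test white fat. Fasn, the fatty acid synthase, differed by 1.24-fold and Scd1, a fatty acid desaturase, by 1.04-fold (adjusted p = 0.961 and 0.998). Of 15 genes of lipolysis and the lipid droplet 1 rose and none fell, and 1 was higher and 1 lower when adjusted over the list alone. The gene that rose was G0s2, 2.42-fold higher (adjusted p = 0.0252); in BAT it was 2.54-fold higher (adjusted p = 0.00642). Pnpla2, the lipase that G0s2 inhibits, and Lipe, the hormone-sensitive lipase, differed by 1.10-fold and 1.38-fold (adjusted p = 0.932 and 0.886). The adjusted p of G0s2 on the arrays labelled WAT was 0.0516 without BAT room temperature replicate 3, 0.0522 without BAT cold replicate 2, 0.0576 and 0.0564 without WAT room temperature replicate 1 or 2 and 0.0634 without WAT cold replicate 1, and 0.118 with no background correction and 0.0504 on the authors' value table. In BAT it was 0.0554 with no background correction.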

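Dio1, the deiodinase of liver and kidney, was 4.12-fold higher in the cold on the arrays labelled WAT (log2 change 2.04 ± 0.44 SE, adjusted p = 0.232 from limma) and did not pass the test. Its mean signal was 107 at room temperature and 464 in the cold. The paper's text gives a hydroxy-delta-5-steroid dehydrogenase as higher in WAT without saying which gene of the family. Hsd3b2, a hydroxysteroid dehydrogenase of steroid synthesis looked up for it, went the opposite way. It was 2.47-fold lower in the cold (adjusted p = 0.545 from limma) and did not pass. Its log2 change was -1.30 without liver room temperature replicate 1 and -1.30 without replicate 2. Hsd3b5, a family member expressed in liver, was 3.95-fold lower (adjusted p = 0.0296), with mean signals of 4134 and 1060. For Hsd3b5 the adjusted p was 0.0625 without BAT room temperature replicate 1, 0.0652, 0.0554 and 0.0514 without BAT cold replicate 1, 2 or 3, 0.101, 0.0823 and 0.0948 without WAT room temperature replicate 1, 2 or 3 and 0.0634 and 0.0803 without WAT cold replicate 1 or 3. It was 0.684 with no background correction and 0.225 on the authors' value table.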

There was significant up regulation of hydroxy-delta-5-steroid dehydrogenase (2.2 fold), a gene responsible for steroid biosynthesis and thyroid deiodinase I (Dio 1; 4.7), a gene linked to increased thyroid action on cellular respiration.

### Gene Expression Responses to Cold in Liver

A feature of the hepatic gene expression response to cold was the significant suppression of a large number of genes involved in maintaining cell metabolism (Table S4). 

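The genes that fell furthest on the arrays labelled liver encode enzymes and secreted proteins of hepatocytes. Fga, the fibrinogen alpha chain gene, was 160.4-fold lower in the cold, and Hpx 149-fold lower (adjusted p = 4.75e-06 and 9.49e-06 from limma). Of 25 genes of glycolysis and gluconeogenesis, 3 fell and 1 rose (5 and 1 when adjusted over the list alone; camera adjusted p = 0.787), and of 21 genes of fatty acid oxidation and ketogenesis 2 fell and 1 rose (2 and 1 over the list alone; camera adjusted p = 0.432). The genes that rose furthest include Lyz1, a lysozyme gene (5.70-fold, adjusted p = 1.59e-04), and Hoxc9, a homeobox gene of posterior body position (3.28-fold, adjusted p = 2.22e-06). Ttr, a hepatocyte marker, had signals of 14700 and 11473 on the 2 room temperature arrays and 702 and 41.8 on the 2 cold arrays. The 2 room temperature arrays also differed in the median of the hepatocyte markers, at 11.90 and 9.98 log2 units. With no background correction the adjusted p was 0.351 for Lyz1 and 0.498 for Hoxc9. Fga was lower on the arrays labelled liver by 345-fold and 74.6-fold without liver cold replicate 1 or 2. Hpx was lower on the arrays labelled liver by 334-fold and 66.3-fold without liver cold replicate 1 or 2.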

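Of 27 tested cytochrome P450 genes of drug and steroid metabolism, 17 fell on the arrays labelled liver and none rose, and 18 were lower when adjusted over the list alone. The list had a median log2 change of -3.10, or -2.87 with genes below background at their bound (camera adjusted p = 3.68e-32, and adjusted p = 0.00462 with an estimated correlation). Cyp2d9 was 130.4-fold lower (log2 change -7.03 ± 0.57 SE, adjusted p = 9.44e-06 from limma), Cyp2d10 was also lower (log2 change -6.81 ± 0.47 SE, adjusted p = 2.23e-06) and Cyp4f14 51.2-fold lower (adjusted p = 4.29e-08). Cyp2e1, which oxidizes ethanol, was 2.21-fold lower and did not pass (adjusted p = 0.471). Several of these genes are named by the study from the same samples, so the count is not independent evidence of a direction. Cyp2d9 had a mean signal of 9529 on the room temperature arrays labelled WAT, 7128 on those labelled liver and 54.3 on the cold arrays labelled liver. Cyp2d9 was lower on the arrays labelled liver by 274-fold and 62.0-fold without liver cold replicate 1 or 2.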

The cytochrome P450 oxidoreductase group of enzymes was particularly well represented in this group with 17 genes being decreased 6.5–281 fold. 

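Most of the oxidoreductase genes named here fell on the arrays labelled liver. Hsd3b5 was 70.9-fold lower (adjusted p = 7.57e-07 from limma) and Rdh7, a retinol dehydrogenase, 64.7-fold lower (adjusted p = 1.05e-06). Prodh2, a hydroxyproline dehydrogenase, was detected on no cold array and was at least 27.2-fold lower (adjusted p = 2.13e-07), and Bbox1, the last enzyme of carnitine synthesis, at least 13.5-fold lower (adjusted p = 6.42e-05). Akr7a5, an aldo-keto reductase, was 3.81-fold lower (adjusted p = 7.72e-04) and Ldhd, a D-lactate dehydrogenase, 2.42-fold lower (adjusted p = 0.00140). Mdh2, the mitochondrial malate dehydrogenase, was 2.82-fold higher in the cold (adjusted p = 0.0488). Its adjusted p was 0.0726 without BAT room temperature replicate 1, 0.0701, 0.0697 and 0.0702 without BAT cold replicate 1, 2 or 3, 0.0733, 0.0713 and 0.0720 without WAT room temperature replicate 1, 2 or 3, 0.0651 without WAT cold replicate 2, 0.148 and 0.159 without liver room temperature replicate 1 or 2 and 0.189 and 0.0991 without liver cold replicate 1 or 2, and 0.0505 with 75th percentile scaling, 0.102 with no background correction, 0.0616 with no filter and 0.0785 on the authors' value table. Ndufb4, a complex I subunit, was 2.52-fold higher in the cold and did not pass (adjusted p = 0.164), but passed at 0.0464 without WAT cold replicate 1. The hepatocyte marker Apoh fell with them, from 603 and 219 on the room temperature arrays to 11.9 and -10.4 on the cold arrays. The gene of sorbitol dehydrogenase was not analysed here.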

A number of genes coding for enzymes catalysing oxido reductase reaction were suppressed: hydroxy-delta-5-steroid dehydrogenase (96.4 fold); retinol dehydrogenase (140 fold); proline dehydrogenase (130 fold); butyrobetaine (gamma), 2-oxoglutarate dioxygenase (59 fold); sorbitol dehydrogenase (5.95 fold); aldo-keto reductase (3.9 fold); aldehyde dehydrogenase (3.2 fold); lactate dehydrogenase (2.8 fold) although NADH dehydrogenase (ubiquinone) (3.8 fold); and malate dehydrogenase 2 (3,3 fold) were up regulated. Similarly, oxidase enzymes were generally suppressed: urate oxidase (267 fold); gulonolactone (L-) oxidase (58.6 fold); flavin containing monooxygenase 5 (23.9 fold); pipecolic acid oxidase (39.1 fold) although monoamine oxidase (16.1 fold) and glutathione peroxidise 8 (2.1 fold) were upregulated.

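Uox, the urate oxidase, was 104-fold lower on the arrays labelled liver (log2 change -6.70 ± 0.40 SE, adjusted p = 1.01e-06 from limma). Gulo, the last enzyme of vitamin C synthesis, was at least 13.9-fold lower (adjusted p = 4.73e-06), Pipox, the pipecolic acid oxidase, at least 8.54-fold lower (adjusted p = 3.98e-05) and Fmo5, a flavin-containing monooxygenase, 15.0-fold lower (adjusted p = 1.47e-04). Maob, a monoamine oxidase, was 8.13-fold higher in the cold with a wide error, taken from the spread shared by all groups (log2 change 3.02 ± 1.92 SE, adjusted p = 0.678), and Gpx8 1.85-fold higher (adjusted p = 0.344). Neither passed. Uox had a mean signal of 7364 on the room temperature arrays labelled WAT, 3171 on those labelled liver and 10.4 on the cold arrays labelled liver.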

Surprisingly, given the expected increase in oxidative metabolism in a cold environment, genes involved in lipid metabolic reactions were down regulated including apolipotrotein AI, AII, AIV, B, CII, CIII, CIV, M (77–319 fold); fatty acid desaturase 1 (3.08); StAR-related lipid transfer (3.65 fold); Analysis of the changes in gene expression in the liver identified significant reduction in the expression of a number of genes associated with cholesterol and bile transport and metabolism: ATP binding cassette transporters which regulate cholesterol efflux (27–29 fold), cholesterol 7-hydroxylase (45 fold) and 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2 (34.6 fold), which regulates bile acid synthesis from cholesterol, sodium,/bile acid cotransporter (171.5 fold) and the bile acid metabolising enzyme CY8B1 (88 fold), bile acid-Coenzyme A: amino acid N-acyltransferase (13.5 fold) and bile acid CoA ligase (125 fold).

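All 13 tested apolipoprotein genes fell on the arrays labelled liver (13 lower when adjusted over the list alone), with a median log2 change of -5.26 (camera adjusted p = 2.72e-30, and adjusted p = 0.00477 with an estimated correlation). Apoc3, which slows the clearance of triglyceride-rich lipoproteins, was 145-fold lower (adjusted p = 1.67e-05 from limma), Apom 122-fold lower (adjusted p = 2.90e-06) and Apoa1, the main protein of high density lipoprotein, 111-fold lower (adjusted p = 2.91e-05). Apoc1 was 4.43-fold lower and Apoe 2.73-fold lower (adjusted p = 0.00850). Of 18 genes of bile acid synthesis and transport 16 fell and none rose (16 lower when adjusted over the list alone). Their median log2 change was -3.67, or -3.61 with genes below background at their bound (camera adjusted p = 2.35e-33, and adjusted p = 0.00450 with an estimated correlation). Among them Slc10a1, the uptake transporter of bile acids, was 78.0-fold lower (adjusted p = 2.97e-05) and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, 18.6-fold lower (adjusted p = 2.06e-05). Fads1, a fatty acid desaturase, was 3.07-fold lower (adjusted p = 0.00501). Many of these genes are named by the study from the same samples, so their counts are not independent evidence of a direction. Apoa1 had a mean signal of 15958 on the room temperature arrays labelled WAT, 15358 on those labelled liver and 186 on the cold arrays labelled liver. Apoe had an adjusted p of 0.101 without liver room temperature replicate 1 and 0.0550 without liver cold replicate 2. Apoc3 was lower on the arrays labelled liver by 361-fold and 58.7-fold without liver cold replicate 1 or 2. Apom was lower on the arrays labelled liver by 77.8-fold and 191-fold without liver room temperature replicate 1 or 2. Apoa1 was lower on the arrays labelled liver by 297-fold and 41.8-fold without liver cold replicate 1 or 2. Slc10a1 was lower on the arrays labelled liver by 117.1-fold without liver cold replicate 1.

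**Figure D2:**
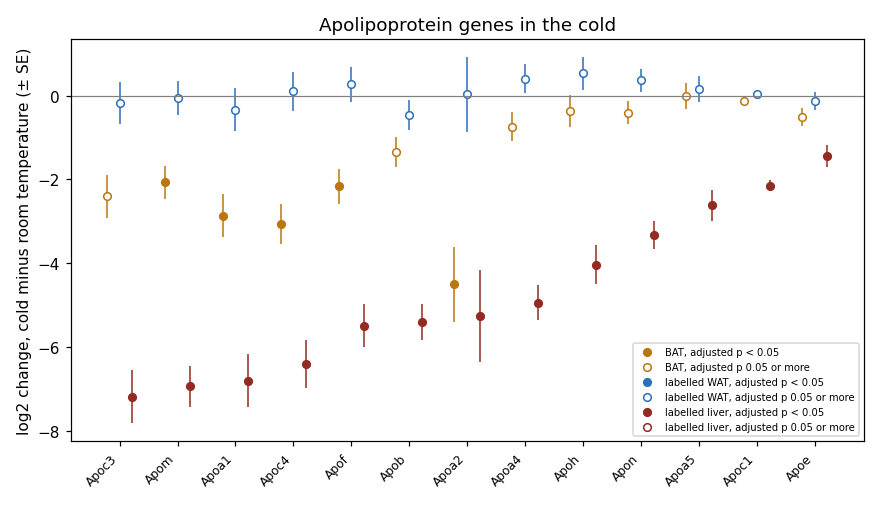
Log2 change (cold minus room temperature) of the 13 apolipoprotein genes in BAT, on the arrays labelled WAT and on those labelled liver. Points are the limma estimates and bars their standard errors, and filled points have an adjusted p under 0.05. All 13 points are filled for the arrays labelled liver, 5 for BAT and none for those labelled WAT.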

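Of 9 tested protease inhibitor genes, 8 from Table 3 and Mug2, which that table does not name, 8 fell on the arrays labelled liver and none rose (8 lower when adjusted over the list alone; median log2 change -4.82, camera adjusted p = 4.11e-21, and adjusted p = 0.00477 with an estimated correlation). The study chose all but Mug2 on these samples, so the list is not independent evidence of a direction. Itih2, an inter-alpha-trypsin inhibitor heavy chain, was 50.6-fold lower (adjusted p = 4.34e-06 from limma), Fetub 28.3-fold lower (adjusted p = 8.75e-07), Serpina10 27.3-fold lower (adjusted p = 1.81e-06) and Mug1, a murinoglobulin, 19.2-fold lower (adjusted p = 4.94e-06). Itih2 had a mean signal of 4652 on the room temperature arrays labelled WAT, 2183 on those labelled liver and 29.6 on the cold arrays labelled liver. Itih2 was lower on the arrays labelled liver by 83.7-fold and 30.6-fold without liver cold replicate 1 or 2.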

The exposure to a cold environment also suppressed hepatic expression of a group of 10 genes with protease inhibitor function including murinoglobulin 1 & 4 (216.4 fold), α-2-HS-glycoprotein (304.2 fold), Serpin 2,3 and 10 (27.0–202.5 fold), inter-α trypsin inhibitor, heavy chain 2 & 4 (109.4–168.4 fold), fetuin beta (102.3 fold). 

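Of 8 urea cycle genes, 6 fell on the arrays labelled liver and none rose, over all probes tested and when adjusted over the list alone (median log2 change -3.13, camera adjusted p = 1.84e-12, and adjusted p = 0.00954 with an estimated correlation). Arg1, the arginase of liver, was 73.4-fold lower (adjusted p = 2.71e-05 from limma) and Cps1, which catalyses the first step, 67.6-fold lower (adjusted p = 6.96e-05). Ass1 was 36.2-fold lower (adjusted p = 7.57e-07), Asl 11.5-fold lower (adjusted p = 4.55e-05) and Slc25a15, the ornithine transporter, 6.64-fold lower (adjusted p = 2.68e-05). The probes that stand for Nags and Otc here were detected on no array labelled liver, which does not cover other probes of these genes. Many of these genes are named by the study, so the list is not independent evidence of a direction. Cps1 had a mean signal of 6077 on the room temperature arrays labelled WAT, 2373 on those labelled liver and 17.9 on the cold arrays labelled liver. Arg1 was lower on the arrays labelled liver by 37.6-fold and 143-fold without liver room temperature replicate 1 or 2 and 114-fold and 47.1-fold without liver cold replicate 1 or 2. Cps1 was lower on the arrays labelled liver by 103-fold and 44.2-fold without liver cold replicate 1 or 2.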

Expression of urea cycle enzymes were decreased by cold stress; argininosuccinate lyase (12.1 fold); argininosuccinate synthetase 1(42 fold); carbamoyl-phosphate synthetase 1 (167 fold); mitochondrial carrier ornithine transporter (7.9 fold); the urea cycle regulator N-acetylglutamate synthase (23 fold). 

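Khk, a ketohexokinase that phosphorylates fructose, was 15.5-fold lower on the arrays labelled liver (adjusted p = 1.22e-06 from limma) and Fbp1, an enzyme of gluconeogenesis, 14.0-fold lower (adjusted p = 2.08e-06). Gckr, which encodes a regulatory protein of liver, was detected on no cold array and was at least 6.78-fold lower (adjusted p = 2.38e-04). Pfkp, a phosphofructokinase, was 1.33-fold higher in the cold (adjusted p = 0.75) and did not pass. Fbp1 had a mean signal of 968 on the room temperature arrays labelled WAT, 368 on those labelled liver and 8.00 on the cold arrays labelled liver.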

A number of genes in the glycolytic/gluconeogenic pathways were also suppressed: hexokinase (26.7 fold), glucokinase (43.0 fold), glucokinase regulatory protein (30.7 fold), fructose 16 bisphosphatase (43.8 fold) although phosphofructokinase expression was increased (2.9 fold). Also down regulated were blood coagulation (coagulation factors II, V, VII, IX, XI, and XII; 22–178 fold). 

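Of 16 blood coagulation genes, 14 fell on the arrays labelled liver and none rose, over all probes tested and when adjusted over the list alone. Their median log2 change was -4.65, or -4.61 with genes below background at their bound (camera adjusted p = 4.68e-34, and adjusted p = 0.00462 with an estimated correlation). F2, which encodes prothrombin, was 47.6-fold lower (adjusted p = 3.02e-06 from limma), F9 41.2-fold lower (adjusted p = 7.02e-07), F5 13.9-fold lower (adjusted p = 5.84e-04) and F7 7.43-fold lower (adjusted p = 1.28e-05). F12 and F11 were detected on no cold array, F12 being at least 36.3-fold lower and F11 at least 23.4-fold lower (adjusted p = 2.13e-07 and 7.02e-07). These factors are named by the study from the same samples, so the count is not independent evidence of a direction. F2 had a mean signal of 3926 on the room temperature arrays labelled WAT, 1912 on those labelled liver and 23.6 on the cold arrays labelled liver. F2 was lower on the arrays labelled liver by 31.4-fold and 72.2-fold without liver room temperature replicate 1 or 2.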

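Atp5a1, the alpha subunit of ATP synthase, was 1.98-fold higher in the cold on the arrays labelled liver (log2 change 0.99 ± 0.17 SE, adjusted p = 0.00593 from limma). Cycs was 2.45-fold higher (adjusted p = 0.0251), with mean signals of 1031 and 2572. Dilution by hepatocyte RNA on the room temperature arrays may account for part of both rises. Ucp3, an uncoupling protein of muscle, was detected on no room temperature array and was at least 1.64-fold higher in the cold, without passing (adjusted p = 0.101). Of 68 genes of oxidative phosphorylation subunits 3 rose and none fell, and 5 rose and 1 fell when adjusted over the list alone. Their median log2 change was 0.26, or 0.25 with genes below background at their bound (camera adjusted p = 3.65e-04, and adjusted p = 0.282 with an estimated correlation). Skeletal muscle markers had a median log2 change of 1.41, and none of 13 passed limma (2 higher and 0 lower at an unadjusted p under 0.05; camera adjusted p = 0.0517, and adjusted p = 0.562 with an estimated correlation). Their median log2 signal was 5.40 and 5.17 on the 2 room temperature arrays and 4.72 and 8.36 on the 2 cold arrays. Of markers of brown fat, Ucp1 had signals of 1774 and 12928 on the 2 cold arrays labelled liver, and Cidea 233 and 4916. Cycs had an adjusted p of 0.215 without liver room temperature replicate 1 and 0.131 without liver cold replicate 2, and 0.102 with no background correction, and that of Atp5a1 was 0.0668 with no background correction. Ucp3 passed at 0.0134 with no background correction, 0.00306 on the authors' value table and 0.0188 without BAT cold replicate 2.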

Genes associated with mitochondrial oxidative function that were increased were ATP synthase (2.2 fold), cytochrome C (2.5 fold) and UCP 3 (4.7 fold).

The transcription factor hepatocyte nuclear factor 4α (HNF4α) plays a pivotal role in directing liver gene expression [26]. 

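Hnf4a, the nuclear receptor that drives hepatocyte gene expression, was 19.7-fold lower in the cold on the arrays labelled liver (log2 change -4.30 ± 0.37 SE, adjusted p = 1.43e-05 from limma). Its mean signal there was 577 at room temperature and 9.80 in the cold. On the arrays labelled WAT it was 1237 and 1586, a 1.29-fold difference that did not pass (adjusted p = 0.927). Of 27 nuclear receptors and liver transcription factors, 7 fell and none rose on the arrays labelled liver, and 8 fell when adjusted over the list alone (camera adjusted p = 1.19e-05, and adjusted p = 0.0422 with an estimated correlation). Hnf4a was lower on the arrays labelled liver by 12.2-fold and 31.9-fold without liver room temperature replicate 1 or 2.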

A significant decrease in HNF4α expression was detected (P<0.01; Figure 1E) by both microarray and qRT-PCR analysis. A number of genes in HNF4α target pathways were significantly down regulated by cold stress including constitutive androstane receptor (CAR; Nr1i3,80 fold)and pregnane×receptor (PXR; NR1i2; 28 fold), both involved in the expression of drug metabolising enzymes [27] and this was accompanied by a significant down regulation of Phase I (CYP2B, CYP2C, CYP3A) and Phase II genes (UDP-glucuronosyl-transferases UGT1A1, UGT1A9). 

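Nr1i3, which encodes the receptor CAR, was detected on no cold array labelled liver and was at least 16.7-fold lower (adjusted p = 4.94e-06 from limma). Nr1i2, which encodes PXR, was at least 7.27-fold lower (adjusted p = 5.81e-04). Cyp3a11, a cytochrome P450 of drug metabolism, was 81.3-fold lower (adjusted p = 4.95e-04). Of the conjugating enzymes, Ugt1a9 was at least 7.13-fold lower in the cold and did not pass (adjusted p = 0.0986), nor did Ugt1a1, at least 1.71-fold lower (adjusted p = 0.597). On the room temperature arrays Nr1i3 had a mean signal of 962 where labelled WAT and 427 where labelled liver. Ugt1a9 passed at an adjusted p of 0.0264 with no background correction, 0.0186 on the authors' value table, 0.0344 with the strict detection filter, 0.00586 without WAT cold replicate 3 and 0.0246 without liver room temperature replicate 2, and Ugt1a1 at 0.0426 with no background correction. Cyp3a11 was lower on the arrays labelled liver by 41.0-fold and 161-fold without liver room temperature replicate 1 or 2.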

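G6pc, the glucose-6-phosphatase of liver, was 7.98-fold lower in the cold on the arrays labelled liver (adjusted p = 7.84e-04 from limma), and Pck1, which encodes PEPCK, was 1.27-fold higher without passing (adjusted p = 0.906). Fasn differed by 1.19-fold, Scd1 by 1.13-fold and Cpt1b by 3.56-fold, and Srebf1 and Cpt1a were detected on no array labelled liver. Ppargc1a differed by 1.02-fold, Ppargc1b by 1.37-fold, Nrf1 by 1.19-fold and Tfam by 1.14-fold. Of 11 such genes tested, 1 passed, which was G6pc. Of 20 genes of fatty acid and triglyceride synthesis 3 fell and none rose (4 fell and 2 rose when adjusted over the list alone; camera adjusted p = 0.857). G6pc had a mean signal of 956 on the room temperature arrays labelled WAT, 281 on those labelled liver and 15.9 on the cold arrays labelled liver. G6pc was lower on the arrays labelled liver by 4.49-fold and 14.2-fold without liver room temperature replicate 1 or 2.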

HNF4α is known to coordinate hepatic energy metabolism which might have been expected to alter during cold exposure but there were no significant alterations in target genes in glucose metabolism (e.g PEPCK; GPPase), fat metabolism (e.g. SREB1C; CPT1; FAS, ACC1, SCD1) or mitochondriogenesis (e.g. PGC1α/β; NRF1, TFAM). The only exceptions were significant down regulation (P<0.01) of PPARα (detected by both microarray and qRT-PCR) and the ketogenic enzyme, 3HMGCoA synthetase 1,2, both of which have been reported a HNF4α target genes. 

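Ppara was 1.89-fold lower in the cold on the arrays labelled liver and did not pass the test (log2 change -0.92 ± 0.39 SE, adjusted p = 0.375 from limma). Its mean signal was 41.0 at room temperature and 10.1 in the cold. It passed at an adjusted p of 0.0316 without liver room temperature replicate 2.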

The liver plays a major function in lipid transport and HNF4α regulates the expression of a number of lipoproteins that were also suppressed [28].

## Discussion

Cold stimulation increases the plasma concentrations of adrenaline, glucagon, growth hormone, ACTH, insulin and adrenal steroids, TSH [29], [30], as well as activating the sympathetic nervous system. These changes bring about a range of behavioural, physiological and metabolic responses to prevent hypothermia, of which the best described is the increase in adaptive thermogenesis in BAT. Cold induced changes in white adipose tissue and liver are less well understood and here we report alterations in gene expression assessed by microarray to when mice maintained at 22°C were exposed for 24 h at 8°C. It should be noted that recent studies have emphasised that 22°C is still below thermoneutrality so the room temperature acclimated mice are effectively mildly cold stressed [31]. A striking finding in this study is that the GO groups of gene transcripts changing in BAT and liver in response to cold were similar whereas there were far fewer changes in WAT and these did not overlap with either BAT or liver. 

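Gene lists were also compared between tissues by the difference of their cold effects. As measured, the falls of cytochrome P450 genes were smaller in BAT than on the arrays labelled liver, by a median log2 difference of 2.94 (camera adjusted p = 1.13e-22, and adjusted p = 0.0169 with an estimated correlation), and so were those of blood coagulation genes, by 4.10 (camera adjusted p = 7.04e-27, and adjusted p = 0.0164 with an estimated correlation). Background limits this comparison, since in BAT 8 of 27 cytochrome P450 genes had a bound only and 7 were not detected. Of 16 coagulation genes 9 had a bound and 4 were not detected. Falls as large as on the arrays labelled liver could not be seen for such genes. Between BAT and the arrays labelled WAT the cytochrome P450 genes differed by -0.74 (camera adjusted p = 1.67e-10, and adjusted p = 0.159 with an estimated correlation). Cholesterol synthesis genes differed between the arrays labelled WAT and liver by 1.05 (camera adjusted p = 5.77e-07, and adjusted p = 0.0793 with an estimated correlation). The hepatocyte markers differed by 2.91 (camera adjusted p = 9.88e-09, and adjusted p = 0.0436 with an estimated correlation) between BAT and the arrays labelled liver and by -1.25 (camera adjusted p = 1.11e-07, and adjusted p = 0.159 with an estimated correlation) between BAT and those labelled WAT.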

In BAT and the liver the general trend was for a reduction in the expression of a large number of genes involved in oxidoreductase activity, iron ion binding, endoplasmic reticulum function, lipid metabolic processes and protease inhibitor activity, and far fewer genes were upregulated by the cold challenge. This may represent a mechanism for reducing metabolic reactions so that metabolism could be focussed on the cell thermogenic functions, particularly in BAT, that are essential to prevent hypothermia.

We were able to confirm the cold induced increase in the BAT expression of key genes involved in thermogenesis including UCP1, PGC1α and C/EBPbeta. These changes are known to be coordinated by alteration in sympathetic neurotransmitters which are ligands for membrane G-protein coupled receptors [32]. In agreement with these expectations we were able to observed significant changes in the expression of a number of adrenergic and G-protein related genes in all tissues, in response to cold. 

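Ffar4, which encodes GPR120, a receptor of long chain fatty acids, was 3.24-fold higher in BAT in the cold (log2 change 1.70 ± 0.27 SE, adjusted p = 0.0173 from limma). Its mean signal was 324 at room temperature and 1124 in the cold. Its adjusted p was 0.0532, 0.0526 and 0.0614 without BAT room temperature replicate 1, 2 or 3, and 0.187 with no background correction, 0.0779 in a fit of that tissue alone and 0.168 on the authors' value table. The gene of the beta-1 adrenergic receptor was not analysed here.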

Particularly notable in BAT were upregulation of the beta-1 adrenergic receptor and G protein-coupled receptor 120, which has been implicated in the insulin sensitising effect of omega-fatty acids in adipocytes [33].

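In BAT, Hnf4a was 1.28-fold lower in the cold and did not pass the test (log2 change -0.36 ± 0.30 SE, adjusted p = 0.879 from limma), with mean signals of 27.6 and 17.4. Its cold effect differed between BAT and the arrays labelled liver by 3.95 log2 units (adjusted p = 5.97e-04), and between the arrays labelled WAT and liver by 4.67 (adjusted p = 1.15e-04). The low signal of Hnf4a in BAT at room temperature left little room for a fall there.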

In liver the transcriptional factor HNF4α expression was significantly decreased 54 fold although by only 1.61 fold in BAT. HNF4α has been shown to regulate a large number of hepatic pathways by interacting with other nuclear proteins such as PPARα and LXR and it was evident that HNF4α and PPARα target genes were particularly well represent in the liver and BAT, down-regulated genes. Expression of nuclear receptor PPARα was significantly decreased three fold in both BAT and liver of cold stressed mice in association with decreased expression of a number of genes regulating cholesterol and fatty acid transport and metabolism which have been proposed to be regulated by PPARα, including Apoa1, Apoa2, Apoc3, Hmgcs2, Cyp7a1. 

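Of the apolipoprotein genes of this group, Apoa1 was 7.28-fold lower in BAT in the cold (adjusted p = 0.0283 from limma) and Apoa2 22.6-fold lower (adjusted p = 0.0467), while Apoc3 was 5.27-fold lower and did not pass (adjusted p = 0.0647). Apoa2 was 38.2-fold lower on the arrays labelled liver (adjusted p = 0.0214). Cyp7a1 was at least 1.11-fold lower in BAT (adjusted p = 0.611) and did not pass. The cold effect on Ppara differed between BAT and the arrays labelled liver by -0.46 log2 units, which did not pass (adjusted p = 0.860). Hpx, the hepatocyte marker, moved with these genes in BAT, from a mean signal of 281 to 40.7. The adjusted p of Apoa1 in BAT was 0.112 and 0.122 without BAT room temperature replicate 1 or 3, 0.110, 0.0767 and 0.0667 without BAT cold replicate 1, 2 or 3 and 0.0512 without WAT room temperature replicate 2, and 0.0763 with no background correction and 0.0855 on the authors' value table. That of Apoa2 in BAT was 0.161, 0.0778 and 0.176 without BAT room temperature replicate 1, 2 or 3, 0.144, 0.0791 and 0.0667 without BAT cold replicate 1, 2 or 3, 0.0788, 0.0744 and 0.0755 without WAT room temperature replicate 1, 2 or 3, 0.0652, 0.0684 and 0.0547 without WAT cold replicate 1, 2 or 3 and 0.0587 and 0.0589 without liver room temperature replicate 1 or 2. That of Apoa2 on the arrays labelled liver was 0.145 and 0.0614 without liver room temperature replicate 1 or 2 and 0.0920 without liver cold replicate 2. Apoc3 passed in BAT at 0.0257 with a normexp offset of 50, 0.0237 with the strict detection filter and 0.00327 and 0.00331 without liver cold replicate 1 or 2, and Cyp7a1 at 0.0348 in a fit of that tissue alone. Apoa2 was lower in BAT by 12.5-fold and 34.2-fold without BAT cold replicate 1 or 3. Apoa2 was lower on the arrays labelled liver by 168-fold and 8.70-fold without liver cold replicate 1 or 2.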

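The cold effect on Cyp7a1 differed between BAT and the arrays labelled liver by 3.58 log2 units (adjusted p = 0.00152 from limma). Over 13 apolipoprotein genes the median difference was 3.33 (camera adjusted p = 1.77e-18, and adjusted p = 0.0270 with an estimated correlation), and over 18 genes of bile acid synthesis and transport 3.37 (camera adjusted p = 3.60e-23, and adjusted p = 0.0164 with an estimated correlation). In BAT the change of Cyp7a1 is a bound. So are those of 4 of the apolipoprotein and 5 of the bile acid genes there, and 1 and 6 were not detected. Larger falls of such genes could not be seen in BAT.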

In liver down regulation of this group of PPARα regulated genes was much greater than in BAT with more than 30 fold changes being observed. 

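Nr1h4, the farnesoid X receptor that senses bile acids, was 22.3-fold lower in the cold on the arrays labelled liver (log2 change -4.48 ± 0.29 SE, adjusted p = 1.39e-06 from limma). Its mean signal was 835 at room temperature and 20.3 in the cold there, and 2109 and 1861 on the arrays labelled WAT.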

The nuclear receptor Nr1h4 (farnesoid×receptor) was also down regulated in both BAT and liver during cold exposure. PPARα has been implicated in stimulating fatty acid oxidation so we were surprised to observe down regulation of this gene in both BAT and liver, since both tissue respond to cold stress by increased fat oxidation [34].

The increased expression of DIO II in BAT agrees with previous studies showing that cold increases BAT thermogenesis by converting thryoxine to the active form, triiodothryonine [35]. In the liver we observed down regulation of DIO 1 which is consistent with the cold suppression of hepatic HNF4α which plays a key role in regulating hepatic DIO 1 [36]. However hepatic expression of thyroid binding globulin (Serpin A7) was significantly decreased in liver which has been suggested to be responsible for an increased supply of free thyroid hormones to tissues during cold adaptation [37]. 

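Dio1, on the arrays labelled liver, was detected on 1 of 2 room temperature arrays and on neither cold array, and was at least 1.55-fold lower in the cold without passing the test (adjusted p = 0.626 from limma).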

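Serpina7, which encodes thyroxine binding globulin, was detected on both room temperature arrays labelled liver and on neither cold array, and was at least 1.38-fold lower in the cold (adjusted p = 0.0469 from limma). On the arrays labelled WAT it was 2.19-fold lower (adjusted p = 0.0252), with mean signals of 165 and 65.1. The adjusted p on the arrays labelled liver was 0.0718, 0.0685 and 0.0668 without BAT room temperature replicate 1, 2 or 3, 0.0572, 0.0631 and 0.0655 without BAT cold replicate 1, 2 or 3, 0.0653 without WAT room temperature replicate 3, 0.0572, 0.0589 and 0.0532 without WAT cold replicate 1, 2 or 3, 0.259 and 0.110 without liver room temperature replicate 1 or 2 and 0.171 and 0.122 without liver cold replicate 1 or 2. That on the arrays labelled WAT was 0.0549, 0.0534 and 0.0516 without BAT room temperature replicate 1, 2 or 3, 0.0522 without BAT cold replicate 2, 0.0610 without WAT room temperature replicate 3 and 0.0665 without WAT cold replicate 3, and 0.446 with no background correction.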

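Of 13 genes of mitochondrial biogenesis, 1 rose and none fell on the arrays labelled liver, and 1 rose when adjusted over the list alone (camera adjusted p = 0.272). Of 8 genes of the thyroid hormone axis 2 fell and none rose, and 2 fell and 1 rose when adjusted over the list alone (camera adjusted p = 0.138).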

Other thyroid target genes involved in hepatic mitochondriogenesis were not altered.

This study reveals an unexpected importance of down regulation of genes in both BAT and liver, but not WAT, particularly the cytochrome P450 and apolipoprotein gene families, in response to cold exposure. 

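In BAT 7 of 27 cytochrome P450 genes fell and none rose, and 11 fell when adjusted over the list alone. Their median log2 change was -0.48, or -0.17 with genes below background at their bound (camera adjusted p = 2.87e-09, and adjusted p = 0.152 with an estimated correlation). Cyp2a5, which oxidizes nicotine and coumarin, was at least 3.76-fold lower (adjusted p = 0.0150 from limma). Of 13 apolipoprotein genes 5 fell in BAT and none rose, and 7 fell when adjusted over the list alone (median log2 change -1.35, or -1.19 with genes below background at their bound; camera adjusted p = 5.87e-11, and adjusted p = 0.152 with an estimated correlation). Apoc4 was 8.36-fold lower (adjusted p = 0.0150), with a mean signal of 351 at room temperature and 25.5 in the cold. On the arrays labelled WAT, which had abundant hepatocyte transcripts and dim adipocyte markers, none of either list passed limma over all probes. At an unadjusted p under 0.05, 5 cytochrome P450 genes were higher there and 1 lower, and 0 apolipoprotein genes differed, and 1 cytochrome P450 gene was higher when adjusted over the list alone. Both lists hold genes the study named from these samples, so their counts are not independent evidence of a direction. With these genes the hepatocyte marker Ttr moved in BAT, from a mean signal of 1124 to 59.7, and Apoc4 had a mean signal of 16749 on the room temperature arrays labelled WAT. The adjusted p of Cyp2a5 in BAT was 0.0532 and 0.0600 without BAT room temperature replicate 1 or 3, and 0.0710 with a normexp offset of 50, and that of Apoc4 was 0.0632 and 0.0635 without BAT room temperature replicate 1 or 3 and 0.0611 without BAT cold replicate 1, and 0.0515 in a fit of that tissue alone. The paper proposes that HNF4α acts within a network of nuclear receptors that integrates the metabolism of both tissues in the cold.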

The results of this study support the notion that HNF4α plays a role as a pivotal regulator in the network of nuclear receptors that integrates liver and brown adipose intermediary metabolism in response to acute cold exposure. If the observation of down regulated genes in BAT and liver was converted into changes in protein, it suggests that response to cold stress involves decreased energy expenditure on a range of cellular processes presumably to maximise energy expenditure on heat production.

## Supporting Information

Table S1 **GO term Oxidoreductase activity up regulated and down regulated genes in all tissues.**
(DOCX)

Table S2 **List of genes differentially expressed between the cold and room temperature treatments for brown adipose tissue.**
(XLSX)

Table S3 **List of genes differentially expressed between the cold and room temperature treatments for white adipose tissue.**
(XLSX)

Table S4 **List of genes differentially expressed between the cold and room temperature treatments for liver.**
(XLSX)

# Supplementary material for: Cold-Induced Changes in Gene Expression in Brown Adipose Tissue, White Adipose Tissue and Liver
**Source:** PLoS One. 2013 Jul 22;8(7):e68933. doi: 10.1371/journal.pone.0068933
**Supplement:** Table S1 — GO term Oxidoreductase activity up regulated and down regulated genes in all tissues.

Table S1 GO term Oxidoreductase activity up regulated and down regulated genes in all tissues

| Oxidoreductase activity (Using liver) | |  | Fold change | | Fold change | | Fold change | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Symbol | Definition_1 | Accession | Brown | Regulation | Liver | Regulation | White | Regulation |
| Maob | monoamine oxidase B | NM_172778.1 | 2.34 | up | 16.19 | up | 2.92 | Up |
| Ndufb4 | NADH dehydrogenase (ubiquinone) | NM_026610.1 | 1.73 | up | 3.75 | up | 1.76 | Up |
| Hsd3b2 | hydroxy-delta-5-steroid dehydrogenase, | NM_153193.2 | 1.32 | up | 6.43 | down | 1.73 | Down |
| Mdh2 | malate dehydrogenase 2, NAD (mitochondrial) | NM_008617.2 | 1.28 | up | 3.34 | up | 1.54 | Up |
| Scp2 | sterol carrier protein 2, liver | NM_011327.1 | 1.25 | up | 9.72 | down | 2.07 | Down |
| Bbox1 | butyrobetaine (gamma), 2-oxoglutarate dioxygenase 1 | NM_130452.1 | 1.22 | up | 58.64 | down | 1.20 | Down |
| Cyp2c39 | cytochrome P450, family 2, subfamily c, polypeptide 39 | NM_010003.1 | 1.22 | up | 12.04 | down | 1.90 | Up |
| Enox1 | ecto-NOX disulfide-thiol exchanger 1 | NM_172813.1 | 1.21 | up | 2.56 | up | 1.00 | Down |
| Cyp2d22 | cytochrome P450, family 2, subfamily d, polypeptide 22 | NM_019823.2 | 1.16 | up | 13.58 | down | 1.02 | Down |
| Qdpr | quinoid dihydropteridine reductase | NM_024236.1 | 1.13 | up | 3.22 | down | 1.04 | Down |
| Rdh20 | retinol dehydrogenase 20 | NM_027301.3 | 1.07 | up | 5.88 | down | 1.07 | Up |
| Akr7a5 | aldo-keto reductase family 7 | NM_025337.2 | 1.05 | up | 3.90 | down | 1.11 | Up |
| Dmgdh | dimethylglycine dehydrogenase precursor | NM_028772.1 | 1.01 | up | 28.75 | down | 1.43 | Up |
| Aldh16a1 | aldehyde dehydrogenase 16 family, member A1 | NM_145954.1 | 1.01 | up | 3.20 | down | 1.16 | Up |
| Uox | urate oxidase | NM_009474.3 | 14.86 | down | 267.13 | down | 1.36 | Down |
| Cyp2d9 | cytochrome P450, family 2, subfamily d, polypeptide 9 | NM_010006.1 | 14.64 | down | 232.58 | down | 1.10 | Down |
| Cyp2c37 | cytochrome P450, family 2. subfamily c, polypeptide 37 | NM_010001.1 | 9.25 | down | 136.25 | down | 1.14 | Up |
| Cyp2c70 | cytochrome P450, family 2, subfamily c, polypeptide 70 | NM_145499.1 | 9.24 | down | 137.75 | down | 1.14 | Down |
| Cyp2d10 | cytochrome P450, family 2, subfamily d, polypeptide 10. | NM_010005.2 | 8.85 | down | 281.15 | down | 1.01 | Down |
| Cyp2a12 | cytochrome P450, family 2, subfamily a, polypeptide 12 | NM_133657.1 | 8.34 | down | 143.86 | down | 1.08 | Down |
| Rdh7 | retinol dehydrogenase 7 . | NM_017473.1 | 7.19 | down | 190.17 | down | 1.36 | Down |
| Cyp8b1 | cytochrome P450, family 8, subfamily b, polypeptide 1 | NM_010012.2 | 5.70 | down | 87.84 | down | 1.51 | Up |
| Hpd | 4-hydroxyphenylpyruvic acid dioxygenase. | NM_008277.1 | 5.68 | down | 164.66 | down | 1.85 | Up |
| Cyp4f14 | cytochrome P450, family 4, subfamily f, polypeptide 14 | NM_022434.1 | 5.55 | down | 153.05 | down | 1.42 | Down |
| Cyp1a2 | cytochrome P450, family 1, subfamily a, polypeptide 2 | NM_009993.2 | 4.99 | down | 214.85 | down | 1.33 | Down |
| Cyp7a1 | cytochrome P450, family 7, subfamily a, polypeptide 1 | NM_007824.2 | 3.35 | down | 45.55 | down | 2.66 | Up |
| 0610012D14Rik | RIKEN cDNA 0610012D14 gene | NM_026690.1 | 3.32 | down | 102.39 | down | 1.08 | Down |
| Cyp2d26 | cytochrome P450, family 2, subfamily d, polypeptide 26 | NM_029562.1 | 2.87 | down | 98.69 | down | 1.10 | Down |
| Fmo5 | flavin containing monooxygenase 5 | NM_010232.3 | 2.12 | down | 23.92 | down | 1.02 | Down |
| Prodh2 | proline dehydrogenase (oxidase) 2 . | NM_019546.4 | 2.08 | down | 133.10 | down | 1.06 | Up |
| Prodh2 | proline dehydrogenase (oxidase) 2 . | NM_019546.4 | 1.67 | down | 81.62 | down | 1.19 | Up |
| Cyp27a1 | cytochrome P450, family 27, subfamily a, polypeptide 1 | NM_024264.3 | 1.66 | down | 6.49 | down | 1.03 | Up |
| Rdh16 | retinol dehydrogenase 16 | NM_009040.1 | 1.62 | down | 15.01 | down | 1.73 | Up |
| Acox2 | acyl-Coenzyme A oxidase 2, branched chain. | NM_053115.1 | 1.56 | down | 60.53 | down | 1.11 | Down |
| Cyp46a1 | cytochrome P450, family 46, subfamily a, polypeptide 1 | NM_010010.1 | 1.35 | down | 22.84 | down | 1.04 | Down |
| Cyp4f15 | cytochrome P450, family 4, subfamily f, polypeptide 15 | NM_134127.1 | 1.25 | down | 33.24 | down | 1.20 | Up |
| Ldhd | lactate dehydrogenase D | NM_027570.3 | 1.22 | down | 2.78 | down | 1.10 | Down |
| Sord | sorbitol dehydrogenase . | NM_146126.1 | 1.05 | down | 5.95 | down | 1.22 | Up |
| Gulo | gulonolactone (L-) oxidase | NM_178747.2 | 1.03 | down | 58.55 | down | 1.08 | Down |
| Gpx8 | glutathione peroxidase 8 (putative). | NM_027127.1 | 1.01 | down | 2.11 | up | 1.74 | Down |
| Pipox | pipecolic acid oxidase . | NM_008952.1 | 1.00 | down | 39.17 | down | 1.03 | Down |
| Pah | phenylalanine hydroxylase. | NM_008777.1 | 1.00 | down | 24.33 | down | 1.24 | Up |

How the deposited data were processed for this re-analysis (not part of the article)

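RNA of BAT, WAT and liver from female mice kept at 22°C for 72 h, or at 22°C and then at 8°C for the last 24 h, had been measured on 16 Illumina MouseWG-6 arrays, with 3 arrays per temperature for BAT and WAT and 2 for liver. Temperature, tissue and replicate number were taken from the sample titles. The marker genes did not follow the labels of WAT and liver, so results for these arrays are given by label and no array was regrouped or left out of the main results.

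The deposited intensity values are signals of 46643 probes on a linear scale, made by the authors from scanned arrays after amplification with an Illumina kit and handled in GeneSpring GX, as the methods state. Although named as not normalized, the values had background subtracted before deposit, with 38.0% below 0 on the first BAT array, and had nearly the same distribution on every array (quartiles of -2.7, 2.7 and 18.4 on that array); the paper's text does not name how this was done. The small number of arrays limits the precision of every value. The deposited detection values are a score from 0 to 1 per probe and array, headed by the authors as p-values but rising with the signal, and the methods give cut-offs on it for calling a probe present or absent. The authors also deposited a value table on the log2 scale, which the methods describe as normalized in GeneSpring to the probe's median over the samples. Setting signals under 5 to that value, taking log2 and subtracting each probe's median over the arrays gave every value of this table to within 2.54e-06, and 57.5% of the signals lay under the floor.

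The signals were background-corrected with neqc of limma 3.58.1 in R 4.3.3 (normexp with an offset of 16, negative controls inferred from the detection scores) and quantile-normalized over the arrays, on the log2 scale. Probes with a score of at least 0.6 on at least 2 arrays were kept, 39730 in all. A linear model with a mean for each of the 6 groups was fitted per probe with limma over all arrays, so that the groups share one estimate of the spread, and cold was contrasted with room temperature within each tissue and between pairs of tissues. Moderated t-statistics gave p-values, adjusted by Benjamini and Hochberg over the probes tested at 0.05. Annotation of the platform gave 1 gene symbol to 22268 of the tested probes, for 15324 genes, and a gene is represented by its probe with the highest mean. A probe is called detected at a score of at least 0.95; a group in which no array detects it is set to each array's lowest detected value, which makes the fold change a lower bound.

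Lists of 25 pathways and 16 sets of cell type markers were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and the genes passing were counted with p adjusted over all probes and over the list alone. Overlaps between tissues were tested with Fisher's exact test. The text names genes by a rule: genes of the paper's text and tables, members of the lists, and the 10 named probes that rose or fell most in each tissue among those passing whose cold and room temperature arrays do not overlap. The values in the paper's tables had been read when the rule was written. Probes of the paper's supplementary tables were matched by their p and fold to within 0.0001, computed with the methods' t-test on the authors' value table.

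The alternatives tried were other background corrections, normalizations and filters, the authors' value table, a fit per tissue, an intensity trend with robust variances, the replicate number as a block, the methods' t-test, a 2-fold minimum, other settings of the list test, and leaving out each array in turn, which leaves a group of labelled liver with 1 array that is assumed to vary as the other groups do. A t-test on the authors' value table, a fit without the arrays labelled liver, and a fit without 2 arrays that stood apart in marker genes were added after the values had been seen. Simulated data took each probe's spread from the fit over all groups, with noise drawn independently for each probe, and only probes above the median signal were changed. The fit recovered 47, 47 and 45 of 50 probes changed by 2 log2 units in BAT, WAT and liver, and 7, 9 and 4 changed by 0.5, with 5 of 133, 8 of 143 and 7 of 128 calls false. Genes for which no probe was named by the annotation, and the qRT-PCR measurements, were not analysed here.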

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

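The tests of exchanged labels, of added or mixed hepatocyte RNA, of the authors' normalization and of regulation of selected genes were chosen only after the results were seen; the differences between tissues and the splits of the arrays were planned. The response to cold differed between tissues by the limma test of the difference for 725 probes between BAT and the arrays labelled liver, for 582 between those labelled WAT and liver, and for 8 between BAT and those labelled WAT. Of the 10 ways to split 6 arrays into 2 groups of 3, the real one gave 119 higher and 135 lower probes in BAT against at most 1 one way for any other split, and 16 and 12 against at most 4 on the arrays labelled WAT; 10 splits are too few for a share under 0.05, the real split being 1 of them.

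Hepatocyte transcripts were abundant on the arrays labelled WAT and adipocyte transcripts on those labelled liver, signals the paper does not report: in the cold Hpx and Ttr had mean signals of 14725 and 12847 where labelled WAT, and Adipoq and Lep 13371 and 8151 where labelled liver. Hepatocyte RNA added to white fat RNA is argued against, since the adipocyte markers lay -4.40 log2 units from the cold arrays labelled liver where they would have stayed near them. The authors' normalization is argued against too, since scaling keeps the order of probes within an array and the adipocyte markers ranked 25.5 percentile points higher on the arrays labelled liver. An exchange of the 2 labels may account for the pattern, the urea cycle genes lying 4.87 log2 units higher in the cold where labelled WAT. The paper gives HNF4α and PPARα as lower in liver in the cold by qRT-PCR. This cannot decide on the exchange, since samples exchanged before both measurements would give the same direction in both. On the arrays Hnf4a was 19.7-fold lower where labelled liver (adjusted p = 1.43e-05, limma) and 1.29-fold higher without passing where labelled WAT (adjusted p = 0.927), while Ppara passed under neither label in the reported fit. The exchange stays a hypothesis, and no direction in the text was changed for it.

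Hepatocyte transcripts lay lower on the cold than on the room temperature arrays labelled liver. Over 412 probes at least 20-fold brighter on those cold arrays than on the room temperature arrays labelled WAT, the median log2 difference of room temperature replicate 1, which has more hepatocyte signal, from replicate 2 was -0.62 (quartiles -1.14 and -0.13). Dilution by mixed-in hepatocyte RNA would go this way, at estimated median shares of 48.7% and 19.5%. The marker lists did not all do so. Their medians on replicates 1 and 2 were 10.39 and 10.59 for adipocyte, 7.65 and 7.30 for white adipocyte and 5.67 and 5.48 for brown adipocyte markers. They were 6.65 and 7.82 for fibroblast and stroma and 8.06 and 9.22 for endothelium. The difference therefore cannot separate dilution from other differences in cell content between the 2 arrays. Of 610 probes at least 20-fold brighter on the room temperature arrays labelled WAT than on the cold BAT arrays, 88.0% lay at least 2-fold lower in the cold on the arrays labelled liver, a share between those set for selected genes and for all, and 99.3% lay lower. Regulation of selected genes as the whole cause is argued against, since of 430 of these probes with signals of 200 to 5000 on the room temperature arrays labelled WAT, 92.3% and 87.2% on the 2 room temperature arrays had an excess over the cold arrays within 2-fold of those median shares. Hepatocyte RNA mixed into the room temperature arrays may therefore account for much of the fall; regulation of some hepatocyte genes beside it cannot be told apart from it, the 88.0% deciding neither way, and a fall of all hepatocyte transcripts alike in the cold was not tested.

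The same kind of transcripts lay lower on the cold than on the room temperature BAT arrays. Over 203 probes with signals of 1000 to 10000 on the room temperature arrays labelled WAT, at least 20-fold brighter there than on the cold arrays labelled liver, 75.4% had an excess on the room temperature BAT arrays within 2-fold of one median share, estimated at 1.00%, 0.604% and 1.10% on the 3 arrays. Regulation of selected genes as the whole cause is argued against, since 93.6% of these probes lay lower in the cold. A trace of hepatocyte RNA on the room temperature BAT arrays may account for the pattern; regulation of single genes beside it stays open.

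Outside the genes the paper discusses, Acta1, a gene of skeletal muscle, had a signal of 4968 on liver cold replicate 2 and 732 on replicate 1. Cd79b, a B cell gene, had 1165 and 46.4 on the same arrays. Eif2s3y, a gene of the Y chromosome, was detected on 16 of 16 arrays, with signals from 37.6 to 158, in mice that the labels give as female. Of other genes of the Y chromosome Kdm5d was detected on 3 arrays and Uty on 0, and Xist, of the inactive X chromosome, on 0. Probe specificity was not tested, so these signals do not settle the sex.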

How the results depend on the processing

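The t-test on the authors' value table and the fits without the arrays labelled liver or without 2 arrays were tests chosen after the results were seen; the rest were planned. Of 303 results for named genes, 244 passed, 138 of these also with each array left out in turn. Of the 244, 4 passed in every other setting of the limma fit, the fit per tissue included, and 1 passed both there and with each array left out. The methods' t-test, which called 0 probes after adjustment, was not part of these counts. Besides the 244, 18 others passed in some other setting, and 0 of those that passed changed direction. The hepatocyte markers fell in BAT and on the arrays labelled liver, and the adipocyte markers lay lower where labelled WAT, with each array left out (medians -1.24 to -0.87, -4.73 to -3.33 and -3.75 to -3.45); with an estimated correlation camera gave adjusted p = 0.158, 0.00776 and 0.00287, so that the fall of the list in BAT, where 3 of 13 genes passed, depends on the preset correlation. Dim probes limit all counts, since 57.5% of the signals lie under 5.

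Counts of probes higher/lower in BAT, on the arrays labelled WAT and on those labelled liver were 119/135, 16/12 and 315/715 in the reported fit. With no background correction they were 19/85, 19/13 and 206/725, with a normexp offset of 50 139/103, 13/11 and 316/652, with the authors' value table as input 74/110, 12/11 and 394/762, and with a 2-fold minimum 45/76, 12/10 and 114/668. With a fit per tissue they were 65/109, 0/0 and 0/0, where at an unadjusted p under 0.05 limma gave 926/941 (together below 0.05 of the probes tested) and 2105/1550 (above it) for the last 2 labels. With a replicate block they were 48/89, 0/0 and 262/655 (arrays labelled WAT at an unadjusted p 1264/1220), with 63 shared by BAT and labelled liver, 0 by BAT and labelled WAT and 0 by labelled WAT and liver. That block is the replicate number within a tissue, which does not pair the room temperature and cold arrays by animal, as these were different mice, and same-numbered arrays of a tissue correlated at -0.07 to 0.10 in their deviations. Same-numbered arrays of different tissues correlated at 0.09 to 0.17 at room temperature and -0.13 to 0.14 in the cold, and a block by animal across tissues was not run because the labels name no animals. The methods' t-test gave 84/157, 36/25 and 85/397 unadjusted and 0/0, 0/0 and 0/0 adjusted; on the authors' value table, unadjusted, it gave 298/496, 177/170 and 340/591. Without the arrays labelled liver BAT had 149/219 and labelled WAT 21/19, and without WAT cold replicate 3 and liver cold replicate 2 the counts were 163/190, 10/7 and 546/637. With one array left out they ranged 34 to 149/34 to 162, 7 to 39/4 to 24 and 82 to 790/487 to 1023. The cause was not tested for any of these shifts.

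Probes shared by BAT and labelled liver, BAT and labelled WAT, labelled WAT and liver, and all 3 numbered 63, 2, 7 and 0, ranging 7 to 102, 0 to 2, 3 to 14 and 0 to 1 with one array left out. The last was 1 with a normexp offset of 50, 2 with no background correction, 1 with the strict filter and 1 with an intensity trend. BAT and labelled WAT shared 0 on the authors' value table and 1 with no filter, and labelled WAT and liver 4 with no background correction. A fit per tissue gave 0, 0 and 0 for the pairs, the methods' t-test 82, 7, 8 and 2 unadjusted and 0, 0 and 0 adjusted, and the t-test on the authors' table 139, 24, 19 and 5. The hepatocyte markers' median log2 change on the arrays labelled WAT was 0.10 and passed limma's camera before adjustment over the lists, not after; it no longer passed before adjustment with a normexp offset of 50 (0.0629) or a fit per tissue (0.10), or without WAT room temperature replicate 1 (0.0419), without WAT room temperature replicate 3 (0.0526) or without WAT cold replicate 2 (0.0790), reversed to -0.00262 with the strict filter, and ranged 0.0419 to 0.111 with one array left out; the cause was not tested. Lists called by camera numbered 18, 2 and 18, and 0, 0 and 10 with an estimated correlation. The differences between labelled WAT and liver were not computed with a fit per tissue or a block, and a block by chip was not run because no chip is named.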

Differences from the paper's values

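The t-test on the authors' value table and the fit without 2 arrays together were tests chosen only after the values were seen; the other settings were set before the data were examined. Some fold changes for cold against room temperature differ from the paper's. On the authors' value table, and in no other planned setting that leaves in all arrays, these come within the paper's values: Cps1 (labelled liver) 167 in the paper and 67.6 here, Cyp7a1 (labelled liver) 45 in the paper and 18.6 here and Uox (labelled liver) 267 in the paper and 104 here. With no background correction as well as on the authors' value table, and in no other planned setting with all arrays, these do: Cyp8b1 (labelled liver) 88 in the paper and 46.7 here, Elovl3 (BAT) 8.0 in the paper and 3.76 here, Esrrb (BAT) 3.1 in the paper and 1.97 here, Fbp1 (labelled liver) 43.8 in the paper and 14.0 here, Fetub (labelled liver) 102.3 in the paper and 28.3 here, Fmo5 (labelled liver) 23.9 in the paper and 15.0 here, Hnf4a (labelled liver) 54 in the paper and 19.7 here, Maob (labelled liver) 16.1 in the paper and 8.13 here, Ndufb4 (labelled liver) 3.8 in the paper and 2.52 here and Slc10a1 (labelled liver) 171.5 in the paper and 78.0 here. No planned setting with all arrays or with 1 left out does so for Nr1i3 (BAT) 1.6 in the paper and 0.939 here and Pfkp (labelled liver) 2.9 in the paper and 1.33 here; values under 1 are against the paper's direction, and Nr1i3 was not above background in BAT. With 1 array left out these also come within the paper's values: Cps1 without liver room temperature replicate 2; Cyp8b1 without liver room temperature replicate 2 or liver cold replicate 1; Esrrb without BAT room temperature replicate 2 or BAT cold replicate 3; Fmo5 without liver room temperature replicate 2 or liver cold replicate 1; Hnf4a without liver room temperature replicate 2; Ndufb4 without liver room temperature replicate 2 or liver cold replicate 2; Slc10a1 without liver room temperature replicate 2. Without WAT cold replicate 3 and liver cold replicate 2 together, a setting chosen after the values were seen, Ndufb4 does too.

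The paper counts probes at an unadjusted p of at most 0.05 and at least 2-fold, and the counts here are at an adjusted p under 0.05. Probes changed in at least 1 tissue number 1895 in the paper and 1240 here; quantile normalization within each tissue, 75th percentile scaling, the strict filter, the authors' value table, an intensity trend with robust variances, and leaving out WAT cold replicate 1 or 3, liver room temperature replicate 2 or liver cold replicate 1 bring this within 1.5 times, the other planned settings do not, and leaving out WAT cold replicate 3 and liver cold replicate 2 together, chosen after the values were seen, does. Shared by BAT and liver alone are 134 in the paper and 63 here, and by WAT and liver alone 14 in the paper and 7 here, both within 1.5 times in the planned setting without liver room temperature replicate 2 and in no other. No planned setting comes within 1.5 times for probes changed in all 3 tissues (5 in the paper and 0 here, where limma gave 95 at an unadjusted p under 0.05 in each), for WAT and BAT alone (19 in the paper and 2 here), only in BAT (636 in the paper and 189 here), only in WAT (309 in the paper and 19 here) and lower in BAT (496 in the paper and 135 here). The methods' t-test on the authors' value table, chosen after the values were seen, gives all of these, with 298 higher and 496 lower in BAT, 177 and 170 where labelled WAT and 340 and 591 where labelled liver; after adjustment 1 and 8, 0 and 0, and 3 and 5 of them pass. By p and fold it finds 794 of 794 probes listed in the paper's supplementary tables for BAT, 347 of 347 for WAT and 927 of 931 for liver, dropping the remainder. Of the probes found, 175, 27 and 554 pass here at an adjusted p, none in the opposite direction, and 79, 1 and 476 probes pass here that are not listed. At an unadjusted p under 0.05 in the same limma fit, nearer the paper's threshold, 656, 301 and 777 of the probes found pass. The paper's text gives 590 probes as lower in liver and its table 591.

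Some genes that the paper reports as changed did not pass here. In BAT they are Mrpl3 (1.41-fold higher, adjusted p = 0.367), Mrpl15 (at least 1.22-fold higher, adjusted p = 0.507), Mrpl20 (2.00-fold higher, adjusted p = 0.161; passing at 0.0421 without WAT cold replicate 1), Mrpl51 (1.05-fold higher, adjusted p = 0.957), Mrrf (1.98-fold higher, adjusted p = 0.460), Rxrb (1.30-fold higher, adjusted p = 0.556), Esrrb (1.97-fold higher, adjusted p = 0.117; passing at 0.0494 without WAT cold replicate 1), Nr1i3 (not above background, adjusted p = 0.995), Ppara (2.60-fold lower, adjusted p = 0.0954; passing at 0.0349 with a normexp offset of 50, 0.0445 with the strict detection filter, 0.0360 in a fit of that tissue alone, 0.0366 with an intensity trend and robust variances and 0.0291 and 0.0291 without liver room temperature replicate 1 or 2), Nr1h4 (at least 1.55-fold lower, adjusted p = 0.0916; passing at 0.0212 with no background correction, 0.0145 on the authors' value table, 0.0251 in a fit of that tissue alone and 0.0123 and 0.0124 without liver room temperature replicate 1 or 2) and Hnf4a (1.28-fold lower, adjusted p = 0.879). Among the genes of Table 2, in BAT, they are Apoc3 (5.27-fold lower, adjusted p = 0.0647; passing at 0.0257 with a normexp offset of 50, 0.0237 with the strict detection filter and 0.00327 and 0.00331 without liver cold replicate 1 or 2), Cyp7a1 (at least 1.11-fold lower, adjusted p = 0.611; passing at 0.0348 in a fit of that tissue alone), Azgp1 (at least 1.33-fold lower, adjusted p = 0.502), Sgms2 (at least 1.17-fold lower, adjusted p = 0.639), Cyb5r3 (1.61-fold lower, adjusted p = 0.387), Adh1 (2.17-fold lower, adjusted p = 0.569), Ptgis (1.92-fold lower, adjusted p = 0.525), Fads1 (1.94-fold lower, adjusted p = 0.0930; passing at 0.0490 with an intensity trend and robust variances and 0.0178 and 0.0177 without liver room temperature replicate 1 or 2), Stard5 (2.12-fold higher, adjusted p = 0.0715; passing at 0.0380 with the strict detection filter, 0.0379 with an intensity trend and robust variances and 0.0209 and 0.0205 without liver room temperature replicate 1 or 2), Il4 (at least 1.01-fold higher, adjusted p = 0.900) and Mvd (1.69-fold higher, adjusted p = 0.527), and of Table 3 Mug1 (near background, adjusted p = 0.872), Serpina10 (at least 1.49-fold lower, adjusted p = 0.170; passing at 0.0480 with no background correction, 0.0302 on the authors' value table and 0.0449 and 0.0454 without liver room temperature replicate 1 or 2), Fetub (at least 1.40-fold lower, adjusted p = 0.212; passing at 0.0181 with no background correction and 0.0145 on the authors' value table) and Serpina3n (2.23-fold lower, adjusted p = 0.0930; passing at 0.0475 with the strict detection filter, 0.0320 with an intensity trend and robust variances and 0.00954 without BAT cold replicate 3). Apoc3 also passes without WAT cold replicate 3 and liver cold replicate 2 together (adjusted p = 0.00472), a setting chosen after the values were seen, and Nr1h4 with a replicate block (adjusted p = 0.0292). Where labelled WAT they are Trib3 (3.10-fold lower, adjusted p = 0.195, passing at 0.0408 with an intensity trend and robust variances and 0.0144 without WAT cold replicate 3), Insr (at least 1.02-fold higher, adjusted p = 0.505), Dio1 (4.12-fold higher, adjusted p = 0.232) and Hsd3b2 (2.47-fold lower, looked up for a hydroxy-delta-5-steroid dehydrogenase that the paper's text gives as higher without saying which gene of the family). Where labelled liver, with Nags tested on the 1 probe named so here and given on 2 probes in the paper's table, they are Ndufb4 (2.52-fold higher, adjusted p = 0.164; passing at 0.0464 without WAT cold replicate 1), Maob (8.13-fold higher, adjusted p = 0.678), Gpx8 (1.85-fold higher, adjusted p = 0.344), Pfkp (1.33-fold higher, adjusted p = 0.75), Ucp3 (at least 1.64-fold higher, adjusted p = 0.101; passing at 0.0134 with no background correction, 0.00306 on the authors' value table and 0.0188 without BAT cold replicate 2), Nags (not above background, adjusted p = 0.991), Ugt1a1 (at least 1.71-fold lower, adjusted p = 0.597; passing at 0.0426 with no background correction), Ugt1a9 (at least 7.13-fold lower, adjusted p = 0.0986; passing at 0.0264 with no background correction, 0.0186 on the authors' value table, 0.0344 with the strict detection filter, 0.00586 without WAT cold replicate 3 and 0.0246 without liver room temperature replicate 2), Cyp2b10 (near background, adjusted p = 0.997), Ppara (1.89-fold lower, adjusted p = 0.375; passing at 0.0316 without liver room temperature replicate 2), Dio1 (at least 1.55-fold lower, adjusted p = 0.626) and Scp2 (1.57-fold lower, adjusted p = 0.536). Of these, Trib3 (adjusted p = 0.0267) and Ugt1a9 (adjusted p = 0.0315) also pass without those 2 arrays, chosen after the values were seen, and Ucp3 with a replicate block (adjusted p = 0.0363). G6pc, which the paper has as not changed in liver, was 7.98-fold lower (adjusted p = 7.84e-04 by limma; 4.49-fold and 14.2-fold without liver room temperature replicate 1 or 2).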

Other observations

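The single arrays of the last paragraph were singled out after their values were seen, and the lists and genes of the others were set beforehand. Part of any rise on the arrays labelled liver may come from dilution by hepatocyte RNA at room temperature. Krt8 and Krt18, keratins of simple epithelia, fell on the arrays labelled liver (8.38-fold and 8.43-fold lower, adjusted p = 6.07e-04 and 1.46e-04 from limma), as the only genes of 7 mesothelium markers that passed (0 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0196, and adjusted p = 0.390 with an estimated correlation). Clec4f, a gene of Kupffer cells, was detected on no cold array there and fell too (at least 4.74-fold lower, adjusted p = 0.00463). Rgs16, which was lower on the arrays labelled WAT, was 10.3-fold lower on those labelled liver (adjusted p = 2.38e-04). Krt8 was lower by 14.7-fold and 4.75-fold without liver cold replicate 1 or 2, and Krt18 by 5.59-fold and 12.7-fold without liver room temperature replicate 1 or 2. Each of these genes also passed with any array left out, but not in a fit of the arrays labelled liver alone. Of 8 fibroblast and stroma markers 3 rose there and none fell (5 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.96e-05, and adjusted p = 0.0917 with an estimated correlation). One was Dpt, which encodes dermatopontin, 2.93-fold higher (adjusted p = 0.0336 from limma). Its adjusted p was 0.0512 without BAT room temperature replicate 3, 0.0513 without BAT cold replicate 2, 0.0536 without WAT room temperature replicate 1, 0.363 without liver room temperature replicate 1 and 0.198 without liver cold replicate 2, and 0.519 with no background correction and 0.416 on the authors' value table. Of the lymphocyte markers none of 9 passed limma, with 2 higher and 0 lower at an unadjusted p under 0.05 (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00745, and adjusted p = 0.483 with an estimated correlation). Nr1d1, which encodes the clock repressor REV-ERBα, fell on the arrays labelled WAT as the only one of 15 clock genes that passed over all probes tested (0 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.835, and adjusted p = 0.977 with an estimated correlation; 2.95-fold lower, adjusted p = 0.0252 from limma). Its adjusted p was 0.0549, 0.0534 and 0.0516 without BAT room temperature replicate 1, 2 or 3, 0.0522 without BAT cold replicate 2, 0.0696 and 0.0766 without WAT room temperature replicate 2 or 3 and 0.0617 without WAT cold replicate 1, and 0.0581 with no background correction and 0.0548 on the authors' value table.

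Aqp7, which encodes the glycerol channel of adipocytes, and Cd36, a fatty acid transporter gene, rose on the arrays labelled liver among 15 genes of lipolysis and the lipid droplet (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00504, and adjusted p = 0.196 with an estimated correlation). They were 1.95-fold and at least 1.21-fold higher (adjusted p = 0.00838 and 0.0349 from limma); for Aqp7 this became 0.121 without liver room temperature replicate 1, and 0.763 with no background correction, and for Cd36 0.0545, 0.0524 and 0.0522 without BAT room temperature replicate 1, 2 or 3, 0.0513 without BAT cold replicate 2, 0.0550, 0.0535 and 0.0539 without WAT room temperature replicate 1, 2 or 3, 0.359 without liver room temperature replicate 1 and 0.201 without liver cold replicate 1, and 0.0836 with no background correction and 0.0602 with a normexp offset of 50. In BAT G0s2 was the gene of this list that rose, and none fell (4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00213, and adjusted p = 0.183 with an estimated correlation). Ebp and Tm7sf2, enzymes of cholesterol synthesis, fell on the arrays labelled liver, 2.86-fold and 4.63-fold lower (adjusted p = 0.00761 and 0.0464 from limma), out of 15 genes (0 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.00250, and adjusted p = 0.285 with an estimated correlation). For Ebp the adjusted p was 0.100 without liver room temperature replicate 1 and 0.0595 without liver cold replicate 2, and for Tm7sf2 0.0671, 0.0691 and 0.0668 without BAT room temperature replicate 1, 2 or 3, 0.0643, 0.0684 and 0.0625 without BAT cold replicate 1, 2 or 3, 0.0692, 0.0696 and 0.0693 without WAT room temperature replicate 1, 2 or 3, 0.0511 without WAT cold replicate 1, 0.476 without liver room temperature replicate 1 and 0.102 and 0.170 without liver cold replicate 1 or 2, and 0.0597 with no filter and 0.106 with a normexp offset of 50; Tm7sf2 was lower by 2.57-fold and 8.34-fold without liver room temperature replicate 1 or 2. In BAT, of the same list, none of 15 passed limma, with 3 higher and 0 lower at an unadjusted p under 0.05 (1 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00989, and adjusted p = 0.319 with an estimated correlation). Kcnk3 was the brown adipocyte marker that rose on the arrays labelled liver, of 11 (1 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0217, and adjusted p = 0.391 with an estimated correlation), 2.02-fold higher (adjusted p = 0.0265), with 0.293 without liver room temperature replicate 1 and 0.179 without liver cold replicate 2, and 0.653 with no background correction and 0.156 with a normexp offset of 50. Of cytosolic ribosomal protein genes Rpl37 rose on the arrays labelled liver, of 40 (7 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00106, and adjusted p = 0.0530 with an estimated correlation), 1.48-fold higher (adjusted p = 0.0256), with 0.177 and 0.0693 without liver room temperature replicate 1 or 2 and 0.0891 and 0.0832 without liver cold replicate 1 or 2, and 0.110 with an intensity trend and robust variances, 0.486 with no background correction and 0.0556 with the strict detection filter. Where labelled WAT, none of 40 passed limma, with 1 higher and 5 lower at an unadjusted p under 0.05 (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0488, and adjusted p = 0.633 with an estimated correlation).

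Lists of liver functions in BAT moved with the hepatocyte markers, Hpx having a mean signal of 281 at room temperature and 40.7 in the cold. Of the coagulation genes F2, F9 and Fga fell and none rose in BAT, of 16 (0 higher and 6 lower when adjusted over the list alone; camera adjusted p = 9.80e-07, and adjusted p = 0.183 with an estimated correlation). Among these, Fga was 7.15-fold lower (adjusted p = 0.0173 from limma), with 0.0698 and 0.0803 without BAT room temperature replicate 1 or 3 and 0.0622 and 0.0529 without BAT cold replicate 1 or 2, and 0.0612 with no background correction and 0.0705 on the authors' value table. For F2, at least 2.63-fold lower (adjusted p = 0.0273), the adjusted p was 0.114 and 0.117 without BAT room temperature replicate 1 or 3 and 0.0945, 0.0560 and 0.113 without BAT cold replicate 1, 2 or 3, and 0.105 with a normexp offset of 50, and for F9, at least 1.73-fold lower (adjusted p = 0.0418), 0.161 and 0.158 without BAT room temperature replicate 1 or 3, 0.118, 0.100 and 0.115 without BAT cold replicate 1, 2 or 3, 0.0663, 0.0647 and 0.0679 without WAT room temperature replicate 1, 2 or 3 and 0.0561 without WAT cold replicate 1, and 0.0565 with 75th percentile scaling, 0.0516 with no filter, 0.141 with a normexp offset of 50 and 0.0606 in a fit of that tissue alone. Of 8 urea cycle genes Ass1 fell in BAT (0 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.00552, and adjusted p = 0.269 with an estimated correlation), 2.33-fold lower (adjusted p = 0.0463), with 0.167 and 0.182 without BAT room temperature replicate 1 or 3, 0.138, 0.108 and 0.129 without BAT cold replicate 1, 2 or 3, 0.0709, 0.0720 and 0.0730 without WAT room temperature replicate 1, 2 or 3 and 0.0606, 0.0661 and 0.0540 without WAT cold replicate 1, 2 or 3, and 0.0607 with 75th percentile scaling, 0.134 with no background correction, 0.0579 with no filter, 0.0606 with a normexp offset of 50, 0.0833 in a fit of that tissue alone and 0.0866 on the authors' value table. Of 9 protease inhibitors, 8 from Table 3 and Mug2, which that table does not name and which did not pass in BAT, the others chosen by the study on these samples, so that the count is not independent evidence of a direction, 4 fell and none rose in BAT (0 higher and 7 lower when adjusted over the list alone; camera adjusted p = 3.06e-10, and adjusted p = 0.152 with an estimated correlation). Of genes of the acute phase response and complement 1 of 25 was lower in BAT (camera adjusted p = 1.29e-06, and adjusted p = 0.183 with an estimated correlation). For bile acid synthesis and transport in BAT none of 18 passed limma, with 0 higher and 8 lower at an unadjusted p under 0.05 (0 higher and 8 lower when adjusted over the list alone; camera adjusted p = 3.46e-08, and adjusted p = 0.152 with an estimated correlation). Of insulin and adipokine signalling genes in BAT none of 18 passed limma, with 0 higher and 5 lower at an unadjusted p under 0.05 (0 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0153, and adjusted p = 0.269 with an estimated correlation), and of macrophage markers none of 10 passed limma, with 0 higher and 2 lower at an unadjusted p under 0.05 (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0153, and adjusted p = 0.305 with an estimated correlation).

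Liver cold replicate 2 differed from replicate 1 in markers of other tissues, with signals of 4720 and 35.1 for Pvalb, a muscle gene, and 905 and 16.5 for Cd3d, a T cell gene. WAT cold replicate 3 differed from the other 2 in 6 exocrine pancreas markers, with a median log2 signal of 13.75 against 5.32 and 5.13. Xist, transcribed from the inactive X chromosome, was detected on 0 of 16 arrays, and of genes of the Y chromosome Kdm5d was detected on 3 and Uty on 0.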
